# Transcriptome analysis of contrasting resistance to herbivory by *Empoasca fabae* in two shrub willow species and their hybrid progeny

**DOI:** 10.1371/journal.pone.0236586

**Published:** 2020-07-29

**Authors:** Wanyan Wang, Craig H. Carlson, Lawrence B. Smart, John E. Carlson

## Abstract

Short rotation woody biomass cultivars developed from fast-growing shrub species of willow (*Salix* spp.) have superior properties as perennial energy crops for the Northeast and Midwest US. However, the insect pest potato leafhopper (PLH) *Empoasca fabae* (Harris) can cause serious damage and reduce yield of susceptible genotypes. Currently, the willow cultivars in use display varying levels of susceptibility under PLH infestation. However, genes and markers for resistance to PLH are not yet available for marker-assisted selection in breeding. In this study, transcriptome differences between a resistant genotype 94006 (*S*. *purpurea*) and a susceptible cultivar ‘Jorr’ (*S*. *viminalis*), and their hybrid progeny were determined. Over 600 million RNA-Seq reads were generated and mapped to the *Salix purpurea* reference transcriptome. Gene expression analyses revealed the unique defense mechanism in resistant genotype 94006 that involves PLH-induced secondary cell wall modification. In the susceptible genotypes, genes involved in programed cell death were highly expressed, explaining the necrosis symptoms after PLH feeding. Overall, the discovery of resistance genes and defense mechanisms provides new resources for shrub willow breeding and research in the future.

## Introduction

The increasing worldwide demand for energy, together with the rise in atmospheric greenhouse gases and accumulating evidence of climate change, compels the development of renewable energy sources. Fast-growing shrub willow species (*Salix* spp.) have shown great potential for development of short rotation woody biomass crops for renewable and sustainable bioenergy sources as alternatives to traditional petroleum energy and ‘first generation’ biofuels produced from annual crops [1]. As a feedstock for biofuels and bioproduct, shrub willow has multiple advantages: fast-growing with a short harvest cycle, high biomass yield, high net energy ratio, and relatively low demand for fertilizer and management inputs [2]. Willow can also adapt to harsh field conditions, like marginal agricultural land [3], and it has favorable environmental impacts such as soil remediation and land reclamation [4].

The family Salicaceae is largely comprised of members of the genera *Salix* and *Populus*. Although major genomic rearrangements have occurred since the divergence of these genera, their genomes are largely collinear [5]. There are over 300 species of *Salix* worldwide, which mainly grow in temperate and arctic areas in the northern hemisphere [6]. The genus *Salix* has high levels of genetic diversity due to speciation often involving interspecific hybridization and polyploidy. Diversity in willow genetic resources provides potential for developing improved cultivars with desirable traits like increased yield, lower incidence of rust infection (*Melampsora* spp.), etc. [7].

Potato leafhopper (*Empoasca fabae* Harris) (PLH) is an insect pest in the eastern and midwestern US and parts of eastern Canada [8, 9] and cause tremendous damage to shrub willow. In general, PLH populations originate in the Gulf Coast and the southeastern US and then migrate up to the northeastern states, where their arrival time and development rate are affected by weather conditions and host species availability [10]. The hosts of PLH include over 220 species of plants in 26 families [11], but the primary host is alfalfa, as well as potatoes and legumes [12]. Both adults and nymphs can cause damage to susceptible genotypes of shrub willow via their lacerate-and-flush feeding behavior [13], which consists of continuously rupturing cells (80% of its probing time), secreting watery saliva, and ingesting the plant fluids from phloem tissues [14]. Studies on alfalfa (*Medicago sativa* L.) plants injured by PLH identified a cascade of anatomical changes on stem vascular tissues within a few minutes of laceration [15, 16]. The damage starts with the rupturing, crushing, and later blockage of phloem cells [15], along with increased cell division with atypical planes and development of wound phloem transfer cells, which are similar to callus tissue [16]. The disorganization of vascular bundles causes symptoms on plants called “hopperburn”, which is a sequence of abnormal states: tip dehydration and wilting, leaf chlorosis, early leaf drop, as well as internodal growth restriction and consequential stunting of growth [17]. The most direct and serious damage of PLH to willow biomass yield is the stunted plant growth [18] and weakened plant defenses, especially under other stress conditions such as drought. Chemical insecticides are used to control PLH on other host crops [19], whereas no agrochemical management is currently deployed on shrub willow due to the extra cost and concern for environmental sustainability. Thus, development of resistant cultivars of shrub willow is required for successful commercial deployment. Shrub willow genotypes can vary greatly in susceptibility to PLH. Some are particularly sensitive, suffering significant damage and loss of yield upon PLH feeding. *Salix viminalis*, originating from Europe, harbors desirable physiological traits for high biomass production, which makes it popular among willow breeders and growers [20]. However, this shrub willow species and its derived cultivars show particular susceptibility to the PLH [21, 22], while hybrid crosses of *S*. *viminalis* with *S*. *miyabeana* and *S*. *purpurea* display varying degrees of resistance [23, 24]. It can be challenging to accurately assess resistance to PLH in the field due to variations in pressure across years and because PLH is highly mobile and can make choices toward feeding on its preferred host genotype. In this study, we used potted plants grown in cages in the greenhouse in a no-choice feeding study, the results of which we can compare with field trial surveys to more fully understand the durability of resistance.

Advances in high-throughput sequencing technology greatly facilitate the exploration of the gene expression responses of shrub willow under PLH infestation at the whole transcriptome level. This study compared the transcriptomic differences between two willow species, *S*. *purpurea* (resistant) and *S*. *viminalis* (susceptible) and selected full-sib F_1_ progeny that display varying levels of resistance to PLH at different time points (0, 12, 24 and 96 h after infection) using RNA-Seq. This research provides deeper insights into the defense mechanisms and potential key pathways and genes that determine genotype-specific resistance of shrub willow to PLH feeding, and will help guide the development of improved cultivars for the biofuel industry in the northeast US.

## Materials and methods

### Plant and pest materials

An F_1_ hybrid family, 11X-407, was generated by crossing female *S*. *purpurea* 94006 with *S*. *viminalis* ‘Jorr’, a cultivar bred in Sweden. Progeny in the F_1_ family and their parents were planted in a field trial in Geneva, NY, USA, in 2014 in which each genotype was planted in a three-plant plot in each of four randomized complete blocks. The spacing was a single-row design with 1.83 m between rows and 0.46 m spacing between plants within a row. PLH damage was surveyed that growing season (see details below) and after coppice during the 2015 growing season. Plant height was measured after each growing season as well. Based on the field surveys results, 18 hybrid progeny genotypes displaying a wide range of PLH susceptibility were selected for the subsequent no-choice feeding trial in a greenhouse, together with parents 94006 and ‘Jorr’. Dormant cuttings (20 cm) were collected in March 2015 from one-year-old stems of plants growing in nursery beds and were planted in potting mix on June 9, 2015 with one cutting in each of four replicate 15 cm (~3 L) pots per genotype (80 pots in total). The four replicate pots of each genotype were grown inside a fine mesh cage (60 × 60 × 120 cm, Bugdorm 6620) in a greenhouse with a daytime (14 h supplemental lighting) temperature of 26–28°C and nighttime temperature of 20–22°C. A few cuttings that did not break bud were replaced with new cuttings within 7–10 d. Only three plants of the ‘Jorr’ parental genotype could be obtained in this manner for the experiment.

PLH adults were collected from nursery beds of susceptible cultivars ‘Klara’ and ‘Stina’ using a gas-powered vacuum (modified leaf blower) fitted with a mesh bag. The insects were then sedated with CO_2_ and ca. 20 to 30 individuals were put into each of 20 vials with moist cotton and a fresh leaf and kept in a growth chamber overnight prior to starting the feeding trial.

### Greenhouse no-choice feeding experiments

Approximately 20 to 30 PLH adults in a single vial were released into each cage starting at 9 am on Day 1. Additional PLH were introduced the next day to substitute for any that had died. Leaf samples were collected according to a time course: time 0 (before treatment), time 6 h, time 24 h, and time 96 h after PLH introduction. This time course was chosen because the leaf curling symptoms were observed within only a few hours after PLH introduction. For tissue sampling, a single young, expanded leaf was collected near the top of a dominant shoot of each plant, folded and pushed into a 2 mL grinding tube, and quick frozen in liquid nitrogen, then stored in a -80°C freezer. In the later time points, those leaves may have been showing symptoms of PLH damage and were not avoided in sampling. Plants were watered as needed through the mesh portals of the cages.

### Phenotype measurements

In the greenhouse experiment, observable plant characteristics or traits were measured and recorded in response to PLH exposure over time. By using the previous observation of severely damaged tissue as the 100% damage standard, damage severity (%) was visually scored to reflect tip necrosis, leaf curl and leaf yellowing as a survey of the shoot tip region of each plant for all plants at 4 d of PLH exposure (4 d) and again after 11 d. Stem lengths of each plant were measured at the time of PLH introduction and again after 11 d, to calculate the percentage change of stem length as an indicator of PLH impact on stem elongation. As many as 4 to 5 living PLH adults were found remaining in every cage at the end of the experiment. Nymphs were observed on plants of three genotypes 11X-407-085, 11X-407-070, 11X-407-102, indicating that the PLH were not only able to feed on these genotypes, but also to complete their life cycle through oviposition and production of new nymphs. However, these three genotypes were among the least damaged by PLH in many previous pest surveys.

During 2014 and 2015, all genotypes (parents and progeny) were surveyed for various phenotypic traits in field trials. Three characteristic PLH infection symptoms–shoot tip damage, leaf necrosis and chlorosis, and leaf curl–were surveyed according to an established rubric three times (August 2014, September 2014 and September 2015). Stem heights were also measured at three time points (December 2014, June 2015 and August 2015). Mean phenotype measurements were calculated for each genotype and the means used as phenotypic traits for each time point in Weighted Gene Correlation Network Analysis (WGCNA).

### RNA extraction and sequencing

Total RNA was extracted from each leaf sample using a Spectrum^™^ Plant Total RNA Kit (Sigma-Aldrich, St. Louis, MO) and checked for quality using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA 95051, USA) at the Penn State Genomics Core Facility University Park, PA. RNA-Seq bar-coded libraries were prepared on a robotic platform using the Illumina Trueseq Library Kit 2 for each of the 96 total RNA samples of highest quality (RNA integrity number (RIN) > 6) and sequencing was conducted on an Illumina HiSeq 2500 sequencer at the Singapore Centre for Environmental Life Sciences Engineering at the Nanyang Technological University. Two nucleotide paired end (2×101bp) sequencing runs were conducted, yielding a total of 613 M reads for the 96 libraries. Data files in fastq format were provided for subsequent RNA-Seq data analysis. Sequence data are archived at National Center for Biotechnology Information BioProject ID PRJNA601117.

### Calculation and quantification of gene expression abundance

The raw sequencing reads were trimmed and filtered using Trimmomatic v0.36 [25], and mapped to the *S*. *purpurea* reference genome predicted transcript sequences (*Salix purpurea* v1.0, DOE-JGI, Phytozome 12.0 https://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Spurpurea) using Bowtie2 version 2.2.8 [26], with parameters set to—*local* and—*sensitive* mode. The generated bam alignment files were processed with Samtools [27] ‘idx’ function to count the number of mapped reads per transcript. Results were stored in matrix format for further analyses.

### Differential gene expression analysis

The R package DESeq2 version 1.10.1 [28] was used to determine statistically significant differential expression using a model based on the negative binomial distribution. Principal component analyses (PCA) were also calculated with the DESeq2 package. For the false discovery rate controlling, Benjamini and Hochberg’s approach [29] was implemented. Thresholds combining false discovery rate (FDR) < 0.001 and absolute value of log_2_ ratio ≥ 1 were used to define significant differentially expressed genes (DEGs) in this study. Venn diagrams of differentially expressed genes were generated using web application BioVenn [30].

### Weighted gene correlation network analysis (WGCNA)

The R package WGCNA version 1.36 [31] was used to identify modules of genes shared highly-correlated expression patterns. The low-expressed genes with read count < 5 for 80% of all the libraries were filtered before subjected to WGCNA clustering. Raw counts were normalized using the *varianceStabilizingTransformation* function in DESeq2 [27]. A soft threshold value, power of 9, was used to transform the adjacency matrix to meet the scale-free topology criteria for optimal clustering. The outlier libraries were identified using an average linkage hierarchical cluster tree based on Euclidean distance. Modules of genes with correlated expression were obtained using a stringency threshold of 0.75. To understand the physiologic significance of each module, 25 module eigengene expression profiles were correlated with physiological traits from both field and greenhouse trials such as pest damage and growth rate, generating a full module-trait correlation table. For inheritance analysis, only genes with a sum normalized CPM > 1 for ≥ 50% of the samples were considered prior to network construction.

### Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis

*Salix* gene IDs were first transferred to *A*. *thaliana* based on the gene annotation file from the *Salix purpurea* reference genome v1.0, DOE-JGI, assigned with IDs from TAIR (The Arabidopsis Information Resource) database. DEGs with corresponding TAIR IDs were subjected to GO term singular enrichment against *Arabidopsis* background from *AgriGo* database v1.0 [32]. Fisher’s exact test was used for the enrichment analysis and the Bonferroni method was applied to evaluate the FDR with the significance level set to 0.05. DEGs were also subjected to KEGG enrichment analysis (http://www.genome.jp/kegg) [33] to identify the statistical enriched KEGG pathways with FDR < 0.05. Software MapMan (http://mapMan.gabipd.org) [34] was used to display log fold change of expressions between both parent genotypes on the cell function and metabolism overview maps.

### Inheritance of gene expression

To determine the mode of inheritance for genes, the number of RNA-Seq reads mapped to individual genes was counted for each of the female (P1) and male (P2) parents and F_1_ progeny (H). DEGs (FDR = 0.01) were determined using an exact test implemented in edgeR [35] for negative-binomially distributed counts. Only genes with a sum normalized counts-per-million (CPM) > 1 for at least 50% of the samples were considered in analyses. A custom R script was used to sort genes into the following six inheritance categories: (1) P1-dominant: H≈P1 and H≠P2, (2) P2-dominant: H≈P2 and H≠P1, (3) additive: P1<H<P2 or P2<H<P1, (4) overdominant: H>P1 and H>P2, (5) underdominant: H<P1 and H<P2, and (6) conserved: P1≈H≈P2. Manhattan plots were generated using an R package ‘qqman’, to graphically show the significant associations between genes and phenotypic traits on a genomic scale. The plot is produced by scattering the scaled *p*-values in the format of: |R^2^| × −log_10_ (*p*-value) on the vertical axis and the physical position of each gene across 19 chromosomes on the horizontal axis. The value of -log_10_ (*p*-value = 0.05/*n* genes) was chosen as threshold to reach the genome-wide significance.

### Validation of gene expression with real-time quantitative PCR in parent genotypes

To validate accuracy of the RNA-Seq expression profiles, six genes encoding transcription factors (TFs), ligandins and heat shock protein in both willow genotypes (94006 and ‘Jorr’), across four time points, were selected for quantitative real-time PCR analysis. cDNA was synthesized from the total amount of RNA using the iScript cDNA synthesis kit (Bio-Rad, Nazareth), and the primers for qPCR were designed using the IDT PrimerQuest Primer Design Tool and synthesized by IDT. The qPCR was performed using the iTaq^™^ Universal SYBR^®^ Green Supermix (Bio-Rad Laboratories, CA, USA) on the BioRad CFX96^™^ Real-Time PCR system (Bio-Rad Laboratories, CA, USA). Relative gene expression was calculated using the comparative Ct method (2^−ΔΔCt^) and normalized to that of the endogenous reference—the membrane-anchored ubiquitin-fold protein—MUB (SapurV1A.2454s0040). The qPCR expression patterns of the six genes in both willow genotypes (94006 and ‘Jorr’), across four time points, were compared to RNA-Seq normalized expression profile.

## Results

### Phenotypic responses of shrub willow to PLH attack in greenhouse and field trials

In a greenhouse no-choice feeding trial, symptoms of PLH feeding could be observed on some plants within hours. Leaf curling started before the first tissue collection point at 6 h. Exposure to PLH feeding also resulted in differences in stem elongation over the 11-day period (Fig 1A). The resistant parent, *S*. *purpurea* 94006, added a mean of 28.3% in total stem length per plant at the end of the experiment (day 11), while the susceptible parent, *S*. *viminalis* cv. ‘Jorr’, increased only a mean of 7.1% in total stem length. The percent change among progeny varied from 14.1% for genotype 11X-407-085 to only 2.5% for genotype 11X-407-089, with an overall mean of 7.6% for all hybrid progeny. There were also differences in pest damage severity (shoot tip and young leaf necrosis) by genotype (Fig 1B), with a mean scaled percentage of 4.5% on 94006 and 16.7% on ‘Jorr’. The damage severity among the progeny varied from 3.5% for genotype 11X-407-059 to 27.5% for genotype 11X-407-069, with a mean among all progeny of 12.1%. There was a significant negative relationship (R^2^ = 0.16, *p*-value = 0.0004) between the stem elongation rate and the severity of damage.

**Fig 1:**
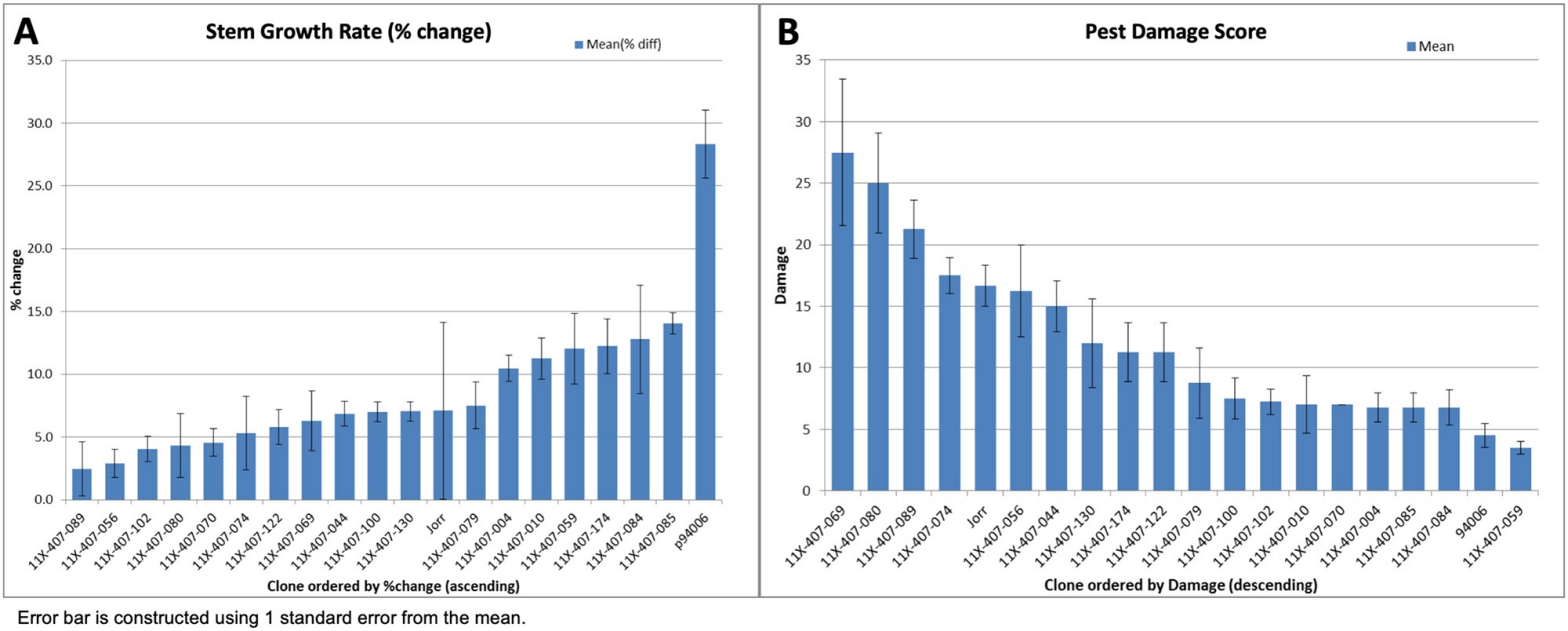
Greenhouse phenotypic measurements of stem elongation rate and damage visual scoring. A) Mean change in total stem length (%) per plant over the 11 d of PLH exposure in the no-choice greenhouse feeding trial. Length of all stems per plant was measured with a meter stick at time 0 and time day 11 when the experiment ended. The percent change in total stem length per plant was calculated to reflect the effect of PLH on stem elongation over the 11 days. B) Damage severity (%) was scored for each plant after 11 days of PLH exposure, and averaged for each genotype.

The variation of PLH attack symptoms observed among genotypes in the greenhouse no-choice feeding trial was generally consistent with performance in the field trials where PLH adults could freely make host choices. Survey data from mid-season 2014 and 2015 collected from field trials of 100 F_1_ progeny were used to select 18 progeny individuals that represented the full range of susceptibility, scored as shoot tip necrosis, leaf curling, and stem height. There was a significant positive correlation (R^2^ = 0.24, *p*-value < 0.0001) between height measurements in the field in 2015 and stem growth rate in the greenhouse no-choice feeding trial. There is also a significant negative correlation (R^2^ = 0.18, *p*-value = 0.0001) between shoot damage severity scored in the field in 2014 and stem growth rate in the greenhouse. Based on both damage survey and growth measurement results, seven progeny were selected that covered a wide range of susceptibilities for transcriptome sequencing, along with their parents, 94006 and ‘Jorr’, as controls.

### RNA sequencing and quality assessment

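Leaves of the resistant parent Salix purpurea 94006, of the susceptible parent S. viminalis ‘Jorr’ and of 7 F1 clones were sampled at 0, 6, 24 and 96 h of exposure to potato leafhopper (PLH), a piercing and sucking insect. The deposited tables held 96 RNA-Seq libraries in 36 combinations of genotype and time, of which 12 had 2 libraries and 24 had 3. For 94006 there were 3 libraries at 0, 6 and 96 h and 2 at 24 h, and for ‘Jorr’ there were 2 at each time. The 7 clones, 11X-407-004, 11X-407-044, 11X-407-059, 11X-407-084, 11X-407-089, 11X-407-102 and 11X-407-122, had 77 libraries. The authors trimmed the reads, aligned them to the primary transcripts of S. purpurea v1.0 and counted the reads placed on each transcript, so that the deposited values were raw counts with 1 transcript per gene. Each mate of a pair was counted, and 1183 transcripts had no read in any library. Reads per library, mapped or not, ranged from 5369094 to 7907070 in 94006 (median 6528166), from 4869352 to 9159176 in ‘Jorr’ (median 6774927) and from 4266920 to 8673450 in the clones (median 6289366). The tests used the reads counted on transcripts, 3373971 to 7318270 per library. Genes with low counts were removed by edgeR's filter, which kept 28993 genes in the parents and 30568 in the clones, and counts were normalized by TMM. Each parent or clone at each time was given its own mean in edgeR's quasi-likelihood model, and genes were called at an adjusted p under 0.05 with a fold change over 2. Replicate numbers were not used as pairs. The tables give no names or functions for the transcripts, so genes are described by identifier, with the abbreviations of S2 and S3 Table where there is one.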

Total RNA was extracted from 96 shrub willow leaf tissue samples, including 2 or 3 replicates of each treatment condition (4 time points × 9 genotypes). RNA sequencing of the 96 mRNA samples on the Illumina HiSeq2500 platform yielded a total of 612,869,652 paired-end reads with length of 101 bp. Library sizes ranged from 4,266,920 to 9,159,176 reads, with a mean of 6,384,059. 

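Of the reads counted on transcripts, the share on the 10 most abundant transcripts of a library was 5.27% to 8.22% in 94006 and 9.06% to 11.4% in ‘Jorr’. Over the 84 pairs of replicates of a condition the median chi-square per gene was 10.5 (range 3.89 to 72, on counts of both mates), so that no library was a copy of its replicate.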

After trimming and filtering, reads were mapped to the *S*. *purpurea* primary transcript sequences (*Salix purpurea* v1.0, Phytozome 12.0 DOE-JGI) using Bowtie2 version 2.2.4 [26]. Mapping rates ranged from 68.99% to 81.67%.

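Over the deposited libraries the share of reads counted on a transcript ranged from 68.99% to 82.24%. It was 76.0% to 81.1% in the 11 libraries of 94006 (median 78.7%), 78.7% to 81.9% in the 8 libraries of ‘Jorr’ (median 80.4%) and 69.0% to 82.2% in the 77 libraries of the clones (median 78.7%). All reads, those of S. viminalis and of the hybrids included, were aligned to S. purpurea transcripts.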

### The transcriptomes of parents and F1 hybrids were differentiated by genetic background and timing after infestation

Principal component analysis (PCA) was performed with all samples, including both parental species and the F1 hybrids (Fig 2). The PCA plot displayed the overview of variance among samples from different genotypes and time points. The first principle component, explaining for 34.8% of total variance, separated samples collected at 6 hours after PLH infestation from samples from other time points. This pattern indicated that the most intense defensive response occurred within 6 h, which is in concordance with the phenotypic observation that leaf curling appeared before the first sampling time at 6h after exposure to PLH. 

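In the deposited counts the first component, computed from the 500 most variable genes after DESeq2's variance-stabilizing transformation, held 28.5% of the variance. All 26 libraries of 6 h, from both parents and each clone, lay between 24.7 and 38.3 on it, and the 70 libraries of 0, 24 and 96 h lay between -27.2 and 0.0991. Time accounted for 95.3% of the spread along this component and genotype for 1.34%. The libraries of 24 h (mean -10.8 ± 5.70, SD, n = 24) and of 96 h (mean -19.3 ± 5.30, SD, n = 22) overlapped with those of 0 h (mean -7.82 ± 4.01, SD, n = 24), and the mean of 6 h was 33.6 ± 3.64 (SD, n = 26). In 3 of 7 clones the 24 h mean lay closer to 6 h than the 0 h mean did. Each of the 26 libraries of 6 h was also closest to other libraries of 6 h.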

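In the 7 F1 clones 4619 genes changed at 6 h on average over the clones, 2409 of them rising and 2210 falling, against 842 at 24 h (363 rising, 479 falling) and 2949 at 96 h (1211 rising, 1738 falling). Per clone, the number of genes changed at 6 h lay between 2602 in 11X-407-084 and 4022 in 11X-407-102. The later numbers ranged more widely: at 24 h from 27 genes in 11X-407-084 to 4689 in 11X-407-044, and at 96 h from 4 in 11X-407-004 to 5232 in 11X-407-044. The number of libraries differed as well: at 96 h the 4 clones with 2 libraries had 4, 11, 183 and 1745 genes, and the 3 clones with 3 had 1547, 3453 and 5232. The clones' changes differed from one another in 52 genes at 6 h, in 5625 at 24 h and in 665 at 96 h (adjusted p under 0.05, edgeR's test over the 7 clones, 30568 genes tested). At 24 h each library of 11X-407-004 was closest to 11X-407-044, and each of 11X-407-044 to 11X-407-004 or 11X-407-102. Whether these labels are right was not tested, and the 24 h numbers of both clones and the 5625 genes rest on them. The 6 h list was the longest of the 3 in both parents and on average over the clones, but not in every clone. In 11X-407-044 3988 genes changed at 6 h, fewer than at 24 or 96 h, and in 11X-407-089 3003 at 6 h and 3453 at 96 h. The 1837 genes that rose in 94006 at 6 h and the 351 that rose in ‘Jorr’ moved the same way in the clones' separate libraries, 1804 of the 1834 and 349 of the 351 that were tested there, with medians of 1.15 and 1.66 on the log2 scale. Of the genes that fell, 1904 of 1971 from 94006 and 678 of 680 from ‘Jorr’ were lower in the clones at 6 h, with medians of -1.05 and -1.65. The samples of 0, 24 and 96 h share a time of day that those of 6 h do not, and the libraries include no uninfested plants at 6 h. The paper reads the separation along the first component as the most intense defensive response falling within 6 h.

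**Figure D1:**
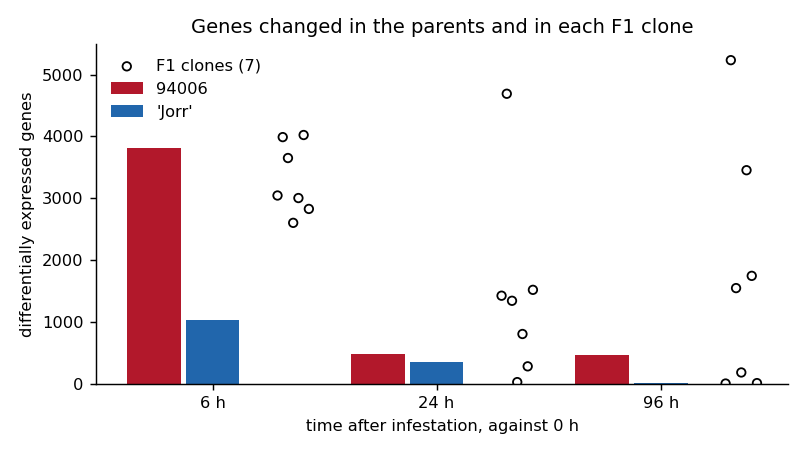
Bars give the number of genes that changed at 6, 24 and 96 h against 0 h in 94006 and in ‘Jorr’, and circles give the number in each of the 7 F1 clones. At 6 h the clones lie between 2602 and 4022 genes, and at 96 h between 4 and 5232.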

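Along the second component, which held 13.2% of the variance in the deposited counts, the 11 libraries of 94006 lay at 21.5 ± 4.02 (SD) and the 8 of ‘Jorr’ at -34.3 ± 2.98 (SD). All 77 libraries of the clones lay between these means, and 70 of them between the 2 parents' libraries themselves. Genotype accounted for 90.2% of the spread along it and time for 2.03%. The clones were not at one place: measured from the mean of ‘Jorr’ to that of 94006, 11X-407-059 stood at 44.6% of the way, 11X-407-084 at 51.1%, 11X-407-044 at 54.9%, 11X-407-004 at 55.8%, 11X-407-102 at 74.5%, 11X-407-122 at 75.3% and 11X-407-089 at 77.9%. A position can also be read, on the log2 scale, from genes chosen at 0 h and measured at 6, 24 and 96 h. For 2813 genes higher in 94006 at 0 h, the clones' mean lay a median of 0.896 above ‘Jorr’. This is 54.7% of the median of 1.64 for 94006. For 1943 genes higher in ‘Jorr’ the 2 medians were -0.633 and -1.60, or 39.7%. In the first set 86.6% of the genes had a clone mean between the parents, and in the second 90.4%.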

The second principal component accounted for 15.3% of the total variance and separated all samples into three groups–parental species were at two ends across this dimension and seven F1 genotypes grouped all together, intermediate to the parents.

**Fig 2:**
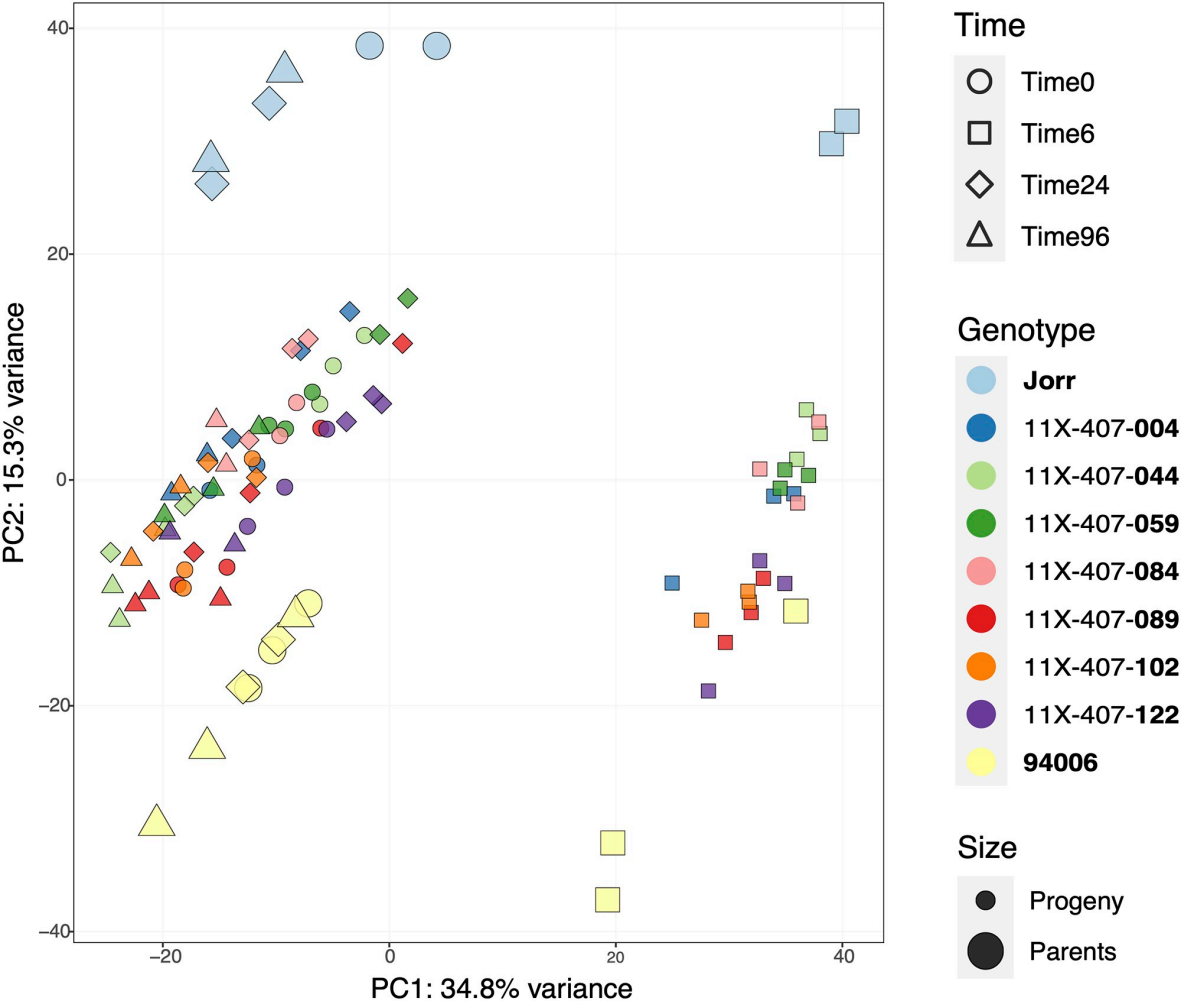
PCA plot of all samples of the two parent species and seven progeny genotypes at four time points. Parental species and progeny genotypes were depicted using different colors. Different time points were represented as different shapes (Circle: Time 0; Square: Time 6h; Diamond: Time 24h; Triangle: Time 96h). The two parents were marked prominently with larger dots to make it easier to distinguish parents from the parents from the F1 hybrids. The horizontal PC1 dimension, which accounts for 34.8% of the variance among all samples, separated samples among the Time 6h and other time points. The vertical PC2 dimension, which accounts for 15.3% variance of all samples, grouped the parental species separately and the seven progeny genotypes clustered together intermediate to both the parents.

### Identification of differentially expressed genes between parents from RNA-seq data

The identification of differentially expressed genes (DEGs) was implemented with R package DESeq2 [27] via pairwise comparisons of the transcriptomes at different time points relative to time point 0, as the non-treatment control. DEG discovery was based on criteria of false discovery rate (FDR) < 0.05 and expression fold-change > 2. Three sets of DEG (time 6 h vs time 0; time 24 h vs time 0; time 96 h vs time 0) were called separately for both parent genotypes and each set was further split into up- and down-regulated groups. 

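Over the 6 comparisons of the 19 parental libraries, 4364 different genes were called by edgeR, and 1050 at an adjusted p under 0.001, the threshold given in the paper's methods. DESeq2, the paper's tool, called 6100. Without the library 94006 6 h replicate 3 the number was 6580. The test covered 28993 genes with a common biological coefficient of variation of 0.34.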

Combining the DEG results for both parents, a total of 6,983 non-redundant DEG (genes belonging to multiple DEG lists were only counted once) were identified from the six pairwise comparisons. Venn diagrams (Fig 3) show relative amounts and overlaps among sets of DEG identified at different time points, with up- and down-regulated genes shown separately for the two parents. As shown in Fig 3, the largest change in gene expression occurred by the 6 h time point for both parents. However, there were more DEG at hour 6 in 94006 (4493) than in ‘Jorr’ (1670), both in terms of total number of DEG and relative to the 24 h time points for both up- and down-regulated genes. 

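At 6 h 3817 genes had changed in 94006, 1837 up and 1980 down, and 1031 in ‘Jorr’, 351 up and 680 down. At 24 h the numbers were 481 in 94006 and 350 in ‘Jorr’, and at 96 h 460 and 9. With 1 library left out at a time they were 2855 to 4757 and 411 to 556 at 6 h, 72 to 344 and 2 to 79 at 24 h, and 252 to 526 and 0 to 97 at 96 h. SapurV1A.1539s0030, among the genes that rose most in ‘Jorr’, went from 0.430 ± 0.609 to 247 ± 18.2 CPM (SD, n = 2), a log2 fold change of 9.18 (standard error 1.13, adjusted p = 2.8e-04 from edgeR). In 94006 it went from 1.35 ± 0.823 to 459 ± 175 CPM (SD, n = 3), a log2 fold change of 8.37. SapurV1A.0015s0510 rose from 0.191 ± 0.192 to 101 ± 29.2 CPM in 94006 (n = 3) and from 0.108 ± 0.152 to 60.0 ± 5.49 CPM in ‘Jorr’ (n = 2), from 3 counts and 1 count in all at 0 h. FBK (SapurV1A.0571s0080), a putative heat shock protein-binding protein, rose from 0.802 ± 0.637 to 281 ± 164 CPM in 94006 and from 0.215 ± 0.304 to 95.9 ± 2.49 CPM in ‘Jorr’. SapurV1A.0720s0150 fell from 449 ± 18.2 to 14.0 ± 7.37 CPM in 94006 (log2 fold change -5.00, adjusted p = 1.6e-06) and from 267 ± 33.3 to 0.166 ± 0.235 CPM in ‘Jorr’, where 2 counts were left at 6 h. SapurV1A.0003s0390 fell from 83.9 ± 16.2 to 2.11 ± 0.926 CPM in 94006, and in ‘Jorr’ from 47.9 ± 3.60 CPM to no count, at least 88.5-fold lower against a floor of 6 counts over the 2 libraries. In 94006 SapurV1A.2789s0010 fell from 36.8 ± 11.1 to 0.102 ± 0.177 CPM, and SapurV1A.0459s0030 rose from no count to 41.9 ± 37.7 CPM, with 80.6, 40.0 and 5.21 CPM in the 3 libraries.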

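The sizes of the 2 lists do not test whether the parents' responses differ, so the difference between the changes was tested gene by gene. At 6 h 14 genes passed, 3 with the larger change towards higher expression in 94006 and 11 with the opposite sign, against 1801 of 28993 at an unadjusted p under 0.05; 10 passed at 24 h and 7 at 96 h. With DESeq2 148, 190 and 189 genes passed. Among the 14 was SapurV1A.0720s0150, whose fall at 6 h was smaller in 94006 (difference 5.45 on the log2 scale, standard error 0.84, adjusted p = 0.021), although 2 counts were left in ‘Jorr’, whose ratio of 6 h to 0 h lies between 1.73e-05 and 0.00383 (95% Clopper-Pearson interval on read pairs, counting error only). NAC (SapurV1A.2717s0010), a transcription factor, rose in 94006 at 6 h (log2 fold change 1.70, standard error 0.47, adjusted p = 0.021) and stood at 0.32 in ‘Jorr’ (adjusted p = 0.92), and the difference of 1.38 did not pass (standard error 0.83, adjusted p = 0.92). In simulated data of this design, with changed genes above 1 CPM on average, the test of the difference recovered 18% of those that differed by 2 on the log2 scale. It recovered 72% of those that differed by 4. With 2 libraries of 94006 at 0 and at 6 h in place of 3, 2558 to 4420 genes were called in 94006 over the 9 choices (median 2864), while ‘Jorr’ had 846 to 1718. Without 94006 6 h replicate 3 4757 genes were called in 94006 at 6 h and 172 genes passed the test of the difference. From the number of genes in the 2 lists the paper states that there were more changes at 6 h in 94006 than in ‘Jorr’.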

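In 94006 481 genes had changed at 24 h, 79 up and 402 down, and 460 at 96 h, 53 up and the others down. In ‘Jorr’ 350 had changed at 24 h, 206 up and 144 down, and 9 at 96 h, 6 up and 3 down. With 1 library fewer in a group the counts moved: the 481 became 73 or 72 without 94006 24 h replicate 1 or 2, the 460 became 252 or 255 without 94006 96 h replicate 1 or 2, the 350 became 53 or 60 without ‘Jorr’ 24 h replicate 1 or 3, and the 9 became 1 or 97 without ‘Jorr’ 96 h replicate 2 or 3. This does not part the loss of a library from what is particular to it. NAC stood 2.15 above its 0 h level in 94006 at 24 h on the log2 scale (adjusted p = 0.041) and 2.14 at 96 h (adjusted p = 0.029), and -0.31 and -0.38 in ‘Jorr’ (adjusted p = 0.88 and 0.90). SapurV1A.2789s0010 remained lower in 94006 at 24 h (log2 fold change -3.00, adjusted p = 0.025), and FBK, SapurV1A.1539s0030 and SapurV1A.0720s0150 did not differ from 0 h at 24 or 96 h in either parent at an adjusted p under 0.05. With DESeq2 the number was 1339 at 24 h and 321 at 96 h in ‘Jorr’, and 783 and 745 in 94006. At an adjusted p under 0.001 ‘Jorr’ had 1 gene at 24 h and none at 96 h in edgeR, where 5032 and 3230 genes had an unadjusted p under 0.05.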

As illustrated in the Venn diagram, the greatest differential gene expression changes for genotype 94006 happened at time 6 h, whereas gene expression changes in ‘Jorr’ increase less and were at about the same levels at time 24 h and 6 h, which suggests a more sensitive response, and more rapid initiation of the defensive processes in resistant 94006.

**Fig 3:**
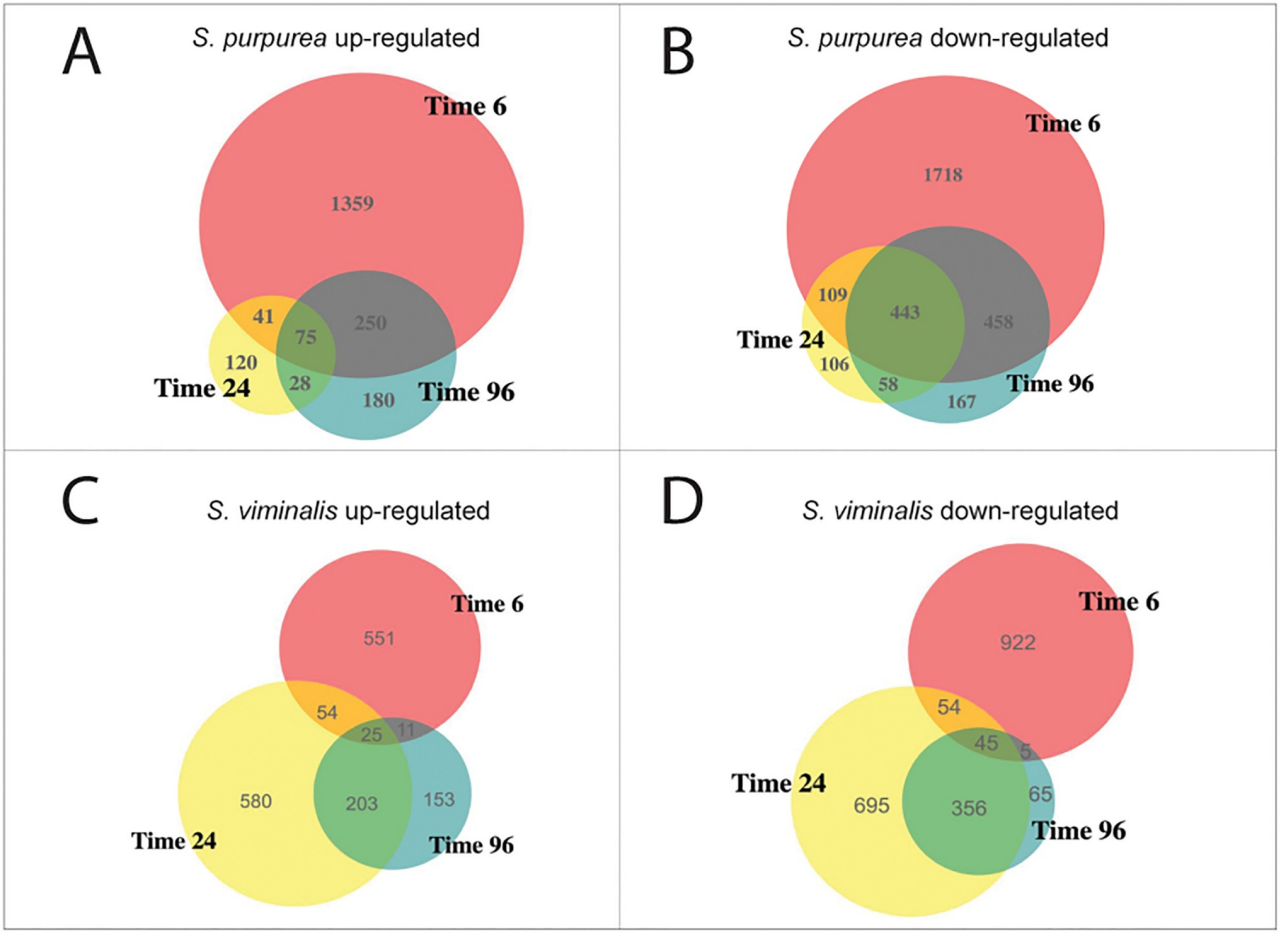
Venn diagrams of up- and down-regulated DEGs via pairwise comparison over uninjured samples. Panel A: *S*. *purpurea* 94006 up-regulated DEGs; Panel B: *S*. *purpurea* 94006 down-regulated DEGs; Panels C: *S*. *viminalis* ‘Jorr’ up-regulated DEGs; Panels D: *S*. *viminalis* ‘Jorr’ down-regulated DEGs. Color represent different pair-wise comparison against reference Time 0 (Red: Time 6h vs Time 0; Yellow: Time 24h vs Time 0; Green: Time 96h vs Time 0).

### Weighted Gene Correlation Network Analysis (WGCNA) identified three clusters of genes associated with specific resistance mechanisms

In general, co-expressed genes are likely to be functionally associated and/or dependent, because they belong to common pathways or expression networks. In co-expression analyses using the weighted gene correlation network analysis (WGCNA) approach, genes with tightly correlated patterns of expression are clustered into a co-expressed “module” and arbitrarily assigned a color-based label, as described in Langfelder and Horvath’s paper [31]. Based on the whole dataset, which includes all nine genotypes (2 parents and 7 hybrid progeny) at 4 time points, WGCNA detected 25 gene clusters (stringency threshold = 0.75) (Fig 4A). To interpret the biological function of each gene cluster, eigengene expression values were calculated to summarize the overall expression profile for each module and paired with each set of phenotypic data to analyze the correlation. Included in this study were the phenotypic measurements taken from both the greenhouse and field trials: visual scores for PLH shoot damage, necrosis, and leaf curl at different time points, and stem elongation rates calculated from height data, which were averaged to represent pest susceptibility (see methods). The cluster-trait correlations are depicted in a heat map table in Fig 4B. In this table, three clusters (*darkgreen*, *magenta*, *black*) displayed consistently strong correlations (either positive or negative) with all phenotypic traits, indicating their potential functional linkage with PLH-resistance and growth traits. The genes that cannot be assigned to any other clusters were grouped together (“grey” module at the bottom in Fig 4B). There were very weak correlations between eigenvalue of “grey” module and each phenotypic trait, validating the accuracy of module clustering.

**Fig 4:**
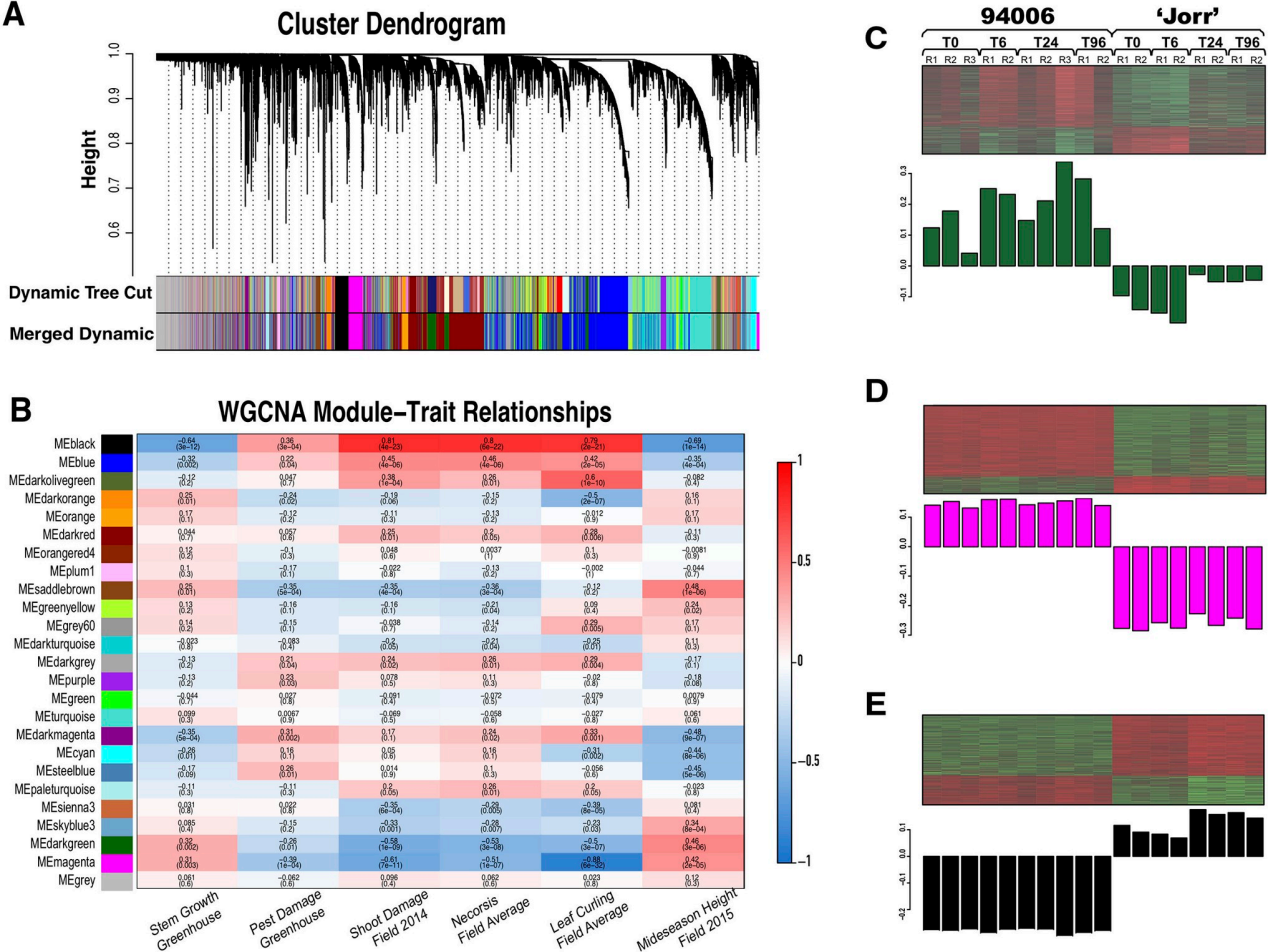
Co-expression analyses of all genes across all samples. A) Hierarchical cluster tree showing 25 modules of co-expressed genes. Each gene is represented by a leaf in the tree. The WGCNA cluster dendrogram on all 96 samples grouped the genes into 25 distinct modules (Row—Merged Dynamic); B) WGCNA Module-trait relationships table. On the left side, each row represents a co-expressed gene cluster, and each column represents data for a phenotype: from left to right–greenhouse stem growth rate; greenhouse pest damage; field shoot damage; field necrosis; field leaf curling; field plant heights. The field damage data (shoot damage, leaf necrosis and leaf curl) were averaged for three different time points for this table. Light color cells within this row indicate low correlation with phenotypes. The right panel shows the heatmaps of gene expression and the eigengene expression profiles across each library of parent genotypes *S*. *purpurea* 94006 and *S*. *viminalis* ‘Jorr’ for C) Module *darkgreen*, D) Module *magenta* and E) Module *black*. The eigengene represents the standardized relative expression levels for each library. Genotype, sampling time point (hat) and biological replicate numbers are indicated above each column in the eigengenes profiles. Columns are vertically aligned for all three modules.

### Functional annotation enrichment analysis of gene cluster I

The genes from the three clusters of interest (*darkgreen*, *magenta* and *black*, identified above as being strongly correlated with phenotypic traits), were submitted to AgriGO [32] for Gene Ontology (GO) enrichment (S1 Fig). A total of 885 genes were grouped in cluster I (*darkgreen*). The eigengene for this cluster was positively correlated with stem growth and negatively correlated with PLH damage severity, suggesting that these genes are associated with plant growth and pest resistance. 

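Cluster membership is not part of the deposited tables, so the profile described for cluster I was looked for in single genes, as a mean of 6, 24 and 96 h above 0 h in 94006 and below 0 h in ‘Jorr’ with a difference between the parents. No gene had it at an adjusted p under 0.05 in edgeR, and 7 had the mirror image. At an unadjusted p under 0.05 there were 574 genes with it and 684 with its mirror image, and DESeq2 called 19 and 70. NAC had a mean of 2.00 above 0 h in 94006 (standard error 0.43, adjusted p = 0.0088) and -0.13 in ‘Jorr’ (standard error 0.59, adjusted p = 0.98); the difference of 2.12 had a standard error of 0.72 and an adjusted p of 0.48. MYB (SapurV1A.1016s0030), which S3 Table places in vasculature and xylem development, stood 1.37 above 0 h in 94006 (adjusted p = 0.13) and 1.02 above it in ‘Jorr’ (adjusted p = 0.56). MYB2 (SapurV1A.0534s0230), of secondary cell wall biogenesis, had 0.60 in 94006 and -0.36 in ‘Jorr’ (adjusted p = 0.61 and 0.91).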

The eigengene expression profile (Fig 4C) for the parent genotypes revealed a trend of increasing expression over time after the pest infestation, and distinct differences in gene regulation, with induction of gene expression in the resistant parent 94006 versus suppression of expression in the susceptible parent ‘Jorr’. These distinct expression patterns suggest that the genes in this cluster are likely to be involved in defensive processes occurring in *S*. *purpurea* 94006.

Functional annotation of this set of genes includes significantly enriched GO terms in the biological process categories of ‘cell wall biosynthesis’ (GO:0042546, FDR = 1.9e^-14^), ‘aromatic compounds biosynthetic process’ (GO:0019438, FDR = 0.00027), ‘phenylpropanoid metabolic process’ (GO:0009698, FDR = 0.00059), and ‘response to stimulus’ (GO:0050896, FDR = 0.011) (S1 Fig). There are in total 15 enriched GO terms (FDR < 0.05) related to ‘cell wall biological process’ (GO:0042546, FDR = 1.7e^-6^). Specifically, the three top GO terms, ‘secondary cell wall biogenesis’ (GO:00009832, FDR = 1.3e^-9^), ‘xylan biosynthetic process’ (GO:0045492, FDR = 4.7e^-7^) and ‘hemicellulose metabolic synthesis’ (GO:0010410, FDR = 9.7e^-7^), highlight the role of the secondary cell wall metabolism, specifically cellulose, hemicellulose, and lignin synthesis, in plant defense strategies of the resistant genotype 94006. The ‘cellular aromatic compound metabolic process’ (GO:0006725, FDR = 0.00021) and ‘aromatic compounds biosynthetic process’ could also indicate lignin biosynthesis, since lignin is an aromatic polymer that mainly deposits during secondary cell wall thickening where it provides strength and rigidity. Secondary cell wall thickness in maize was found to be greater in genotypes resistant to obstruct mechanical rupture by corn borers within pith tissues [36]. In addition to lignin, phenylpropanoids and aromatic compounds and their derivatives are also precursors of the biosynthesis of flavonoids and condensed tannins, which have important biological functions in both abiotic and biotic stress defenses [37]. In addition, phenolic secondary metabolites play pivotal roles in plant chemical defense as antifeedants and toxins [38]. Finally, in cluster I, 105 genes were assigned to the ‘response to stimulus’ (GO:0050896; FDR = 0.011) biological process, indicating that PLH attack is perceived and signal transduction and basic defense responses are initiated in response to mechanical damage from chewing, or components of PLH saliva.

### Functional annotation enrichment of gene cluster II

There were 859 genes grouped in cluster II (*magenta*), for which the eigengene expression profile does not show a strong fluctuation over time after PLH feeding (Fig 4D). However, the expression of genes in cluster *magenta* in resistant genotype 94006 is constitutively greater compared to ‘Jorr’. 

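Taken gene by gene, 942 genes were higher in 94006 than in ‘Jorr’ at each of the 4 times, and 678 were higher in ‘Jorr’ at each (adjusted p under 0.05 and over 2-fold at every time, edgeR). Without ‘Jorr’ 24 h replicate 3 the first number was 623, and without 94006 24 h replicate 2 the second was 384. NAC stood 1.90 above ‘Jorr’ at 0 h on the log2 scale (standard error 0.61, adjusted p = 0.040) and 3.50 over the 4 times (standard error 0.32, adjusted p = 4.4e-07). Sgf11 (SapurV1A.0106s0050), of the transcriptional regulator Sgf11, was 1.66 higher in 94006 at 0 h (standard error 0.36, adjusted p = 0.0046) and 1.77 over the 4 times, with no call for a change in time in either parent. MYB2 was 1.80 higher over the 4 times (standard error 0.39, adjusted p = 0.0014) and MYB 0.91 (standard error 0.32, adjusted p = 0.030). These genes were chosen by the study on the same samples. Which of the 942 genes belong to cluster II is not known from the tables.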

The top most-represented GO terms in the biological process category was ‘response to stimulus’ (GO:0050896, FDR = 2.2e^-7^), which included 127 genes. Among the 127 response to stimulus genes, 51 were assigned to the child GO term ‘response to abiotic stimulus’ (GO:0009628, FDR = 0.001) and the other 53 were assigned to the two child GO terms ‘response to other organism’ (GO:0051707, FDR = 0.0051) and ‘response to biotic stimulus’ (GO:0009607, FDR = 0.0051) (S1B Fig). Among the other enriched GO terms in cluster II, some were associated with plant signaling perception and transduction, such as ‘hormone-mediated signaling pathway’ (GO:0009755, FDR = 9.1e^-5^) and ‘multidrug transport’ (GO:0006855, FDR = 7.8e^-5^). The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway mapping of cluster II genes identified the most enriched pathway as ‘tropane, piperidine and pyridine alkaloid biosynthesis’ (KO:00960, *p*-value = 0.0027). Alkaloids, derived from amino acids metabolism, are known to be anti-herbivory secondary metabolites. Production of various alkaloids suggests the host plant uses them as a chemical defensive barrier. Notably, three other KEGG pathways associated with signal transduction are also enriched: ‘other glycan degradation’ (KO:00511, *p*-value = 0.0127), ‘fatty acid degradation’ (KO:00071, *p*-value = 0.0159) and ‘ABC transporters’ (KO:02010, *p*-value = 0.031). Cell wall released free glycans act as signals that initiate plant defense response through recognition by receptors on plasma membrane [39]. Fatty acids (FAs) and their derived metabolites, which are released from membranes after triggered by environmental stimuli, function as second messengers and modulators of the plant innate immune system [40]. Plant ABC transporters contribute to the transportation of plant endogenous defensive secondary metabolites like alkaloids, terpenoids, polyphenols, quinones, etc. [41]. As well, fatty acid oxidation leads to the biosynthesis of jasmonic acid (JA) and salicylic acid (SA), two phytohormones vital in regulating plant defenses against biotic stress [42]. Furthermore, two Rad genes (Rad50, Rad27) were mapped to the KEGG pathway ‘non- homologous-end joining (NHEJ)’ (KO:03450, *p*-value = 0.022). Double strand DNA breaks (DSBs), which can be induced by both endogenous agents and environmental elicitors, are repaired mainly via the non-homologous end joining mechanism [43]. Studies detected DSBs in Arabidopsis after pathogen infections, which revealed the interconnection between DNA damage repair and plant immune resistance [44].

### Functional annotation enrichment of gene cluster III

Cluster III (*black*) includes 685 genes which were negatively correlated with stem growth and positively correlated with plant susceptibility (reflected as symptoms like necrosis, leaf curling and shoot damage). 

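Of single genes, 14 were higher in ‘Jorr’ over the 4 times and also rose in ‘Jorr’ after infestation, as the mean of 6, 24 and 96 h against 0 h (adjusted p under 0.05 for both, edgeR), and 89 were higher in 94006 and rose there. With 1 library left out the 14 became 0 (without ‘Jorr’ 0 h replicate 3) to 44 (without 94006 6 h replicate 3), and a split of the samples with exchanged genotypes gave up to 68. With DESeq2 there were 62 and 177, and with all 96 libraries in one fit 65 and 275. Glu_b (SapurV1A.0427s0070), a tau class glutathione transferase, was higher in ‘Jorr’ at each time, with 26.8 ± 1.34 CPM against 1.32 ± 0.874 in 94006 at 0 h (n = 2 and 3; log2 fold change -4.33 for 94006 against ‘Jorr’, standard error 0.51, adjusted p = 3.3e-05), and its mean after infestation stood 0.03 from 0 h in ‘Jorr’ (adjusted p = 1.0). The NBS-LRR gene SapurV1A.0419s0010 was also higher in ‘Jorr’, -1.97 for 94006 against ‘Jorr’ at 0 h (standard error 0.36, adjusted p = 0.0015), and its mean after infestation stood at -0.68 in ‘Jorr’ (adjusted p = 0.41). Which genes belong to cluster III is not known from the tables.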

The eigengene expression pattern (Fig 4E) shows lower expression levels generally in the resistant parent 94006, but higher expression in the susceptible ‘Jorr’, as well as a general increase over time after PLH treatment. Gene ontology enrichment analysis for cluster 3 genes identified GO terms that are highly enriched in the biological process category of ‘death’ (GO:0016265, FDR = 2.9e^-8^), ‘cell death’ (GO:0008219, FDR = 2.9e^-8^), ‘cell programmed death’ (GO:0012501, FDR = 1.1e^-8^) and ‘apoptosis’ (GO:0006915, FDR = 1.7e^-6^), indicating these genes may account for pest damage symptoms such as necrosis, leaf curling and leaf abscission in the susceptible genotype due to programmed cell death in the leaves. Another enriched GO term, ‘defense response’ (GO:0006952, FDR = 1.3e^-5^), consists of 32 genes highly expressed in ‘Jorr’ specifically, but were expressed at low levels in 94006, indicating that the susceptible parent ‘Jorr’ had specific defensive responses after PLH attack that were insufficient to protect against PLH.

### PLH-resistance associated Transcription Factor (TF) genes and their regulatory networks

Transcriptional regulation of gene expression under stress conditions is pivotal to plant defense response [45]. Transcription factors (TFs) temporarily and spatially regulate the expression of their target genes via binding to *cis*-elements. To detect the master regulators within the resistance-related genes in the darkgreen cluster, the plant transcription factor database (PlnTFDB) [46] and PlantRegMap [47] were screened for regulation prediction and functional enrichment analyses via mapping the input genes to the curated Arabidopsis transcription regulatory interactions. Among the 885 genes in cluster I, 696 unique The Arabidopsis Information Resource (TAIR) IDs were assigned and 51 TFs in 18 families and 218 unique regulatory interactions were identified, forming the regulatory network shown in S2 Fig. Ten hub transcription factors in center of the network (assigned TAIR IDs: AT1G09540, AT1G32770, AT1G75240, AT1G78700, AT2G01940, AT3G12250, AT4G28500, AT4G29230, AT4G30080, AT5G12870) ranked highest for regulatory connectivity with other genes within this cluster (Table 1). Among the 10 hub genes, five genes are in the NAC (3) and MYB (2) families, associated with the secondary wall biosynthesis; four genes are involved in auxin (two ethylene and ARF TFs), abscisic acid (one ZF-HD TF) and brassinosteroid (one BES1 TF) signaling pathways; and the remaining one gene belongs to the bZIP family, which regulates plant systemic acquired resistance. The above functional annotation of the 10 TFs is in concordance with the results of GO and KEGG pathway enrichment analysis for the genes in this cluster, which highlights the defensive strategy for resistance in the parent genotype 94006 of several biotic resistance processes, including secondary cell wall strengthening, phytohormone signal transduction, and initiation of systemic acquired resistance.

**Table 1:** Functional annotation of 10 hub transcription factors in the WGCNA *darkgreen* cluster.

Hub Transcription Factor^α^	Transcription Factor Family	Functional Annotation ^β^
AT1G09540	MYB	vasculature development; xylem development
AT1G32770	NAC	lignin biosynthetic process; plant-type secondary cell wall biogenesis
AT4G28500	NAC	secondary cell wall biogenesis
AT4G29230	NAC	multicellular organism development; secondary cell wall biogenesis
AT2G01940	C2H2	auxin biosynthesis and transport
AT4G30080	ARF	auxin-activated signaling pathway; cell division
AT1G75240	ZF-HD	abscisic acid-activated signaling pathway
AT1G78700	BES1	brassinosteroid mediated signaling pathway
AT3G12250	bZIP	systemic acquired resistance
AT5G12870	MYB	defense response to fungus; plant-type secondary cell wall biogenesis

^α^: transferred TAIR ID.

^β^: functional ontology term summarized on Arabidopsis gene function description on TAIR database (https://www.arabidopsis.org).

### Pair-wise comparison of parents’ time-0 transcriptomes

There was a remarkable discrepancy between the greenhouse no- choice feeding experiment and the field trial. The resistant genotype 94006 displayed significantly less damage than susceptible ‘Jorr’ in the field, as expected. However, the greenhouse no-choice feeding trial showed that PLH also caused characteristic damage when forced to feed on the genotypes that were resistant in the field, which suggests that host-choice by the PLH adults might be the primary basis for field resistance of *S*. *purpurea*. To test the hypothesis of host-choice as a resistance mechanism in genotype 94006, a comparison of the parents’ time 0 transcriptomes, prior to challenge by PLH, was conducted. 

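Before infestation, 4852 of 28993 genes differed between the parents, 2833 higher in 94006 and 2019 higher in ‘Jorr’ (3 against 2 libraries, edgeR). Without ‘Jorr’ 0 h replicate 2 the number was 2850 and without replicate 3 it was 2248, with 1 library of ‘Jorr’ left. SapurV1A.0008s0300 had 263 ± 23.1 CPM in ‘Jorr’ and no count in 94006 at 0 h, at least 617-fold lower in 94006 against a floor of 6 counts over the 3 libraries, and SapurV1A.0514s0270 had 88.3 ± 59.5 CPM and no count, at least 197-fold lower. SapurV1A.0068s0780 and SapurV1A.2195s0020 had 305 ± 256 and 224 ± 134 CPM in 94006 and no count in ‘Jorr’, at least 548-fold and 401-fold higher in 94006. Glu_b was lower in 94006, and NAC and Sgf11 were higher. The reference MUB (SapurV1A.2454s0040), a membrane-anchored ubiquitin-fold protein, had 12.2 ± 1.40 CPM in 94006 and 12.3 ± 0.375 in ‘Jorr’ (adjusted p = 0.96). Both parents were counted on S. purpurea transcripts, so a count of 0 does not by itself show that a gene was silent in ‘Jorr’. From this comparison the paper sets out to test host choice as a mechanism of resistance in 94006.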

In the time 0 samples, the genes that were most highly expressed in the susceptible ‘Jorr’ genotype (*S*. *viminalis*) were significantly enriched in the GO terms ‘cellular process’ (GO:0009987, FDR = 1.8e^-27^) and ‘metabolic process’ (GO:0008152, FDR = 3.4e^-20^) (Table 2). In contrast, the resistant species *S*. *purpurea* parent harbored genes with constitutively higher expression levels, relative to *S*. *viminalis* parent, that were assigned to the top GO term ‘response to stimulus’ (GO:0050896, FDR = 2e^-22^), which includes biotic stress response sub-categories such as ‘response to biotic stimulus’ (GO:0009607, FDR = 8.6e^-8^) and ‘response to chitin’ (GO:0010200, FDR = 2.3e^-7^), which were highly expressed (Table 2). In addition to GO term enrichment analysis, MapMan [34] was used, another functional annotation software, to identify and visualize the processes and pathways distinctly enriched between two parent species (Fig 5). Fig 5A shows the overall mapping of DEG in different functional groups as categorized within MapMan and Fig 5B highlights the relevant transcriptional changes related to overall metabolism. Consistent with the GO analysis, the highly expressed genes in *S*. *purpurea* mapped primarily to functional categories of biotic and abiotic stress (Fig 5A). As expected, genes highly expressed in *S*. *viminalis* mapped to categories of protein synthesis and amino acid activation and cell division and cell cycle. Another interesting finding was a group of genes with greater expression in *S*. *viminalis* that were assigned to DNA repair and DNA synthesis processes, which may relate to faster vegetative growth in this parent. A closer look at the detailed metabolic pathways showed that genes with greater expression in *S*. *viminalis* were mapped to photosynthesis metabolism, especially the photorespiration process, which again may be related to vigorous growth. The genes expressed more highly in *S*. *purpurea* were largely involved in the biosynthesis of secondary metabolites such as terpenes, flavonoids, phenylpropanoids and phenolics. These metabolites have roles as toxins and feeding deterrents which play important defensive roles against many herbivorous insects [48].

**Table 2:** GO term enrichment of DEGs between transcriptomes of parent genotypes *S*. *purpurea* 94006 and *S*. *viminalis* ‘Jorr’ at time 0.

Resistant *S*. *purpurea*		Susceptible *S*. *viminalis*	
*Gene Functional Ontology*	*FDR* ^*a*^	*Gene Functional Ontology*	*FDR* ^*a*^
response to stimulus	2e^-22^	cellular process	1.8e^-27^
response to chemical stimulus	1.1e^-14^	metabolic process	3.4e^-20^
response to organic substance	3.2e^-11^	primary metabolic process	8.4e^-17^
response to stress	1.2e^-09^	cellular metabolic process	8.4e^-17^
response to biotic stimulus	8.6e^-08^	biosynthetic process	8.6e^-17^
response to chitin	2.3e^-07^	cellular biosynthetic process	1.9e^-16^

^α^ False discovery rate (α = 0.05).

**Fig 5:**
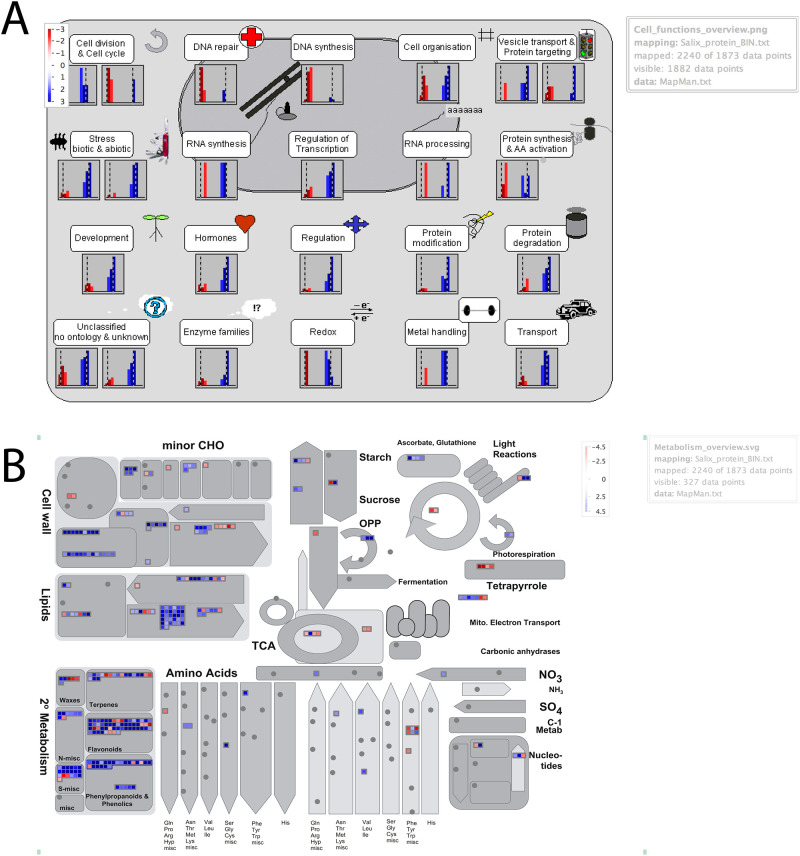
Overview distribution of log_2_ fold change of gene expression between parental species (*S*. *purpurea* vs. *S*. *viminalis*) by MapMan. (A) Cell function overview map shows the gene expression difference in various functional groups between *S*. *purpurea* and *S*. *viminalis*. Color coded bars represent the ratio of gene expression in *S*. *purpurea* vs. *S*. *viminalis* (Red, higher levels in *S*. *purpurea*; blue, higher levels in *S*. *viminalis*). The intensity of the color change corresponds to log2 fold change. (B) On the metabolism overview map, each BIN or subBIN is represented as a block where each gene is displayed as a square which is either colored blue if this gene is highly expressed in *S*. *purpurea* or red if this gene is highly expressed in *S*. *viminalis*. Metabolites displayed as circles and proteins displayed as triangles. Note: only ratios with *p*-values lower or equal to 0.05 are displayed.

### Dominance accounts substantially for differential expression among F_1_ progeny

The mode of gene expression inheritance was assessed in F_1_ interspecific S. *purpurea* × S. *viminalis* progeny at the four different time-points. 

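Inheritance was assessed in the same 96 libraries, at each time separately. Each of the 7 clones (2 or 3 libraries per time) was compared with 94006 (P1, 2 or 3 libraries) and with ‘Jorr’ (P2, 2 libraries) by edgeR's exact test, the test named in the paper's methods, at an adjusted p under 0.01. The 27131 genes with more than 1 CPM in at least 50% of the 96 libraries were classified as in the paper: a gene that differed from one parent alone was dominant for the other, a gene that differed from both was additive, overdominant or underdominant by the side of its mean, and the rest were conserved. All 7 clones were compared with the same parental libraries, so the clones' counts are not independent of each other. In simulated data, 72.7% of P1-dominant genes with a difference of 2 on the log2 scale between the parents were recovered at 0 h and 92.7% with a difference of 4. The conserved class held 78.3% of the genes at 0 h, 84.5% at 6 h, 84.9% at 24 h and 88.4% at 96 h on average.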

For each time-point, gene expression inheritance patterns of the F_1_ individuals were relatively uniform across the 19 haploid chromosomes (Fig 6). By comparing samples across time-points, there were significant differences in the number of DEG and patterns of gene expression inheritance. Overall, the average number of P1 (*S*. *purpurea*) dominant genes of F_1_ family declined over the 96 h period, in a linear decreasing fashion, from 1552 at T0 to 988 at T96 (S1 Table). However, the average number of P2 (*S*. *viminalis*)—dominant genes increased from 1125 at T0 to 1485 at T96 (S1 Table). 

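The average number of P1-dominant genes, like 94006 and unlike ‘Jorr’, was 2705 ± 727 at 0 h and 969 ± 453 at 96 h (SD, n = 7 clones). It was lower at 96 h in 7 of 7 clones, by 1736 ± 863 on average (SD, exact sign-flip permutation test, two-sided p = 0.016, the smallest p that 7 clones allow, adjusted p = 0.047 over 6 classes). All clones share the parental libraries, which can move them together, and this test does not cover that. The clones 11X-407-102 and 11X-407-122 also had 3 libraries at 0 h and 2 at 96 h. In between the average was 1648 at 6 h and 1968 at 24 h. With 2 libraries of 94006 at 6 h, as at 24 h, it was 1774 to 2087. A rise from 6 to 24 h is therefore not shown at equal numbers of libraries. At 0 h 1585 of the P1-dominant genes were higher than in ‘Jorr’ and 1120 lower, and at 96 h 637 and 332. On average 513 genes of a clone were P1-dominant at both 0 and 96 h, against 96.5 by chance. Single libraries of the parents moved the averages: without ‘Jorr’ 0 h replicate 3 the 0 h average was 905, without ‘Jorr’ 0 h replicate 2 it was 1847, and without ‘Jorr’ 96 h replicate 3 or 2 the 96 h average was 345 or 604, in each case with 1 library of ‘Jorr’ left at that time, so that with 1 library of ‘Jorr’ at both times the 96 h average was the lower in each of the 4 combinations. The libraries of ‘Jorr’ were shallower at 96 h than at 0 h, with 4014624 against 5632058 counted reads on average, and differed more from each other (chi-square per gene 15.0 against 7.51). Both can lower the number of calls against ‘Jorr’, but their part in the decline was not tested.

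**Figure D2:**
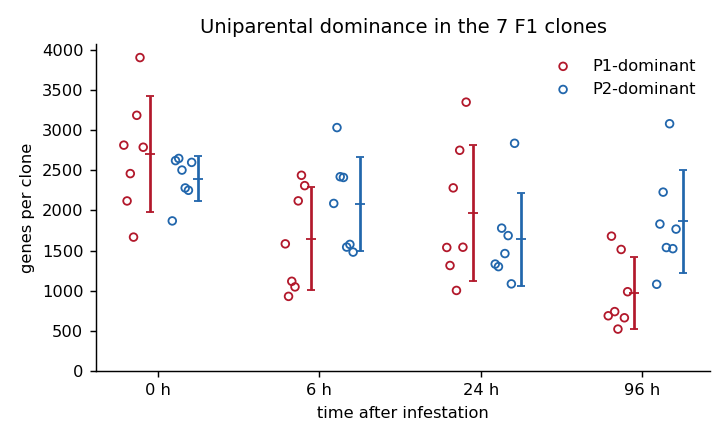
Circles give the number of P1-dominant and P2-dominant genes in each of the 7 F1 clones at 0, 6, 24 and 96 h, and bars give the mean and SD over the clones. The P1-dominant mean is 2705 at 0 h and 969 at 96 h, and the P2-dominant mean is 2396 and 1864.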

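P2-dominant genes, like ‘Jorr’ and unlike 94006, numbered 2396 ± 282 at 0 h and 1864 ± 641 at 96 h (SD, n = 7 clones). The average was lower at 96 h, by 532 ± 611 (SD), in 6 of 7 clones, which did not pass an exact sign-flip permutation test (two-sided p = 0.094, adjusted p = 0.094). At 0 h 1240 of them were higher than in 94006 and 1156 lower, and at 96 h 1066 and 797. On average 766 genes of a clone were P2-dominant at both times, against 166 by chance. Of all 27131 genes, 270 were P2-dominant in each of the 7 clones at 0 h and 142 at 96 h, against 181 and 59 that were P1-dominant in each. Without 94006 0 h replicate 1, 2 or 3 the average at 0 h was 1847, 1799 or 1980, and without 94006 96 h replicate 1, 2 or 3 that at 96 h was 1435, 1102 or 1738, lower in each combination. Counted reads in the libraries of 94006 ranged from 4313901 to 5552836 at 0 h and from 4105719 to 4909797 at 96 h. Chi-square per gene between them was 4.46 to 15.5 at 0 h and 9.96 to 29.5 at 96 h. Both can lower the number of calls against 94006 at 96 h, but their part was not tested.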

Transgressive gene expression increased from T0 to T96 but was less dramatic compared to those showing uniparental or dominant patterns of inheritance, whereas the converse was found for genes with additive expression inheritance on average (70 at T0 and 58 at T96). 

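Transgressive genes, outside the range of both parents, numbered 451 at 0 h and 195 at 96 h on average, lower in 6 of 7 clones (exact sign-flip permutation test, two-sided p = 0.031, adjusted p = 0.047). Of these, overdominant genes went from 269 to 109 and underdominant genes from 182 to 85.3. Without ‘Jorr’ 0 h replicate 3 the averages at 0 h were 114 overdominant and 87.9 underdominant genes, and without ‘Jorr’ 96 h replicate 3 or 2 those at 96 h were 52.6 or 81.6 and 31.7 or 68.4. All clones share the parental libraries, whose spread the test over clones does not cover. Additive genes went from 347 to 118, lower in 7 of 7 clones, by 229 ± 60.9 (SD; exact p = 0.016, adjusted p = 0.047). Without ‘Jorr’ 0 h replicate 3 or 2 the additive average at 0 h was 199 or 239, and without ‘Jorr’ 96 h replicate 3 or 2 that at 96 h was 61.4 or 74.1. On average 63.4 genes of a clone were additive at both times, against 1.59 by chance.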

In a previous study, using full-sib intraspecific F_1_ and F_2_ *S*. *purpurea* families, Carlson [49] described dominant inheritance as the primary source of differential expression in both shoot tip and internode tissues. While there was less differential expression in the F_2_ family, the F_1_ S. *purpurea* individuals showed a high proportion of maternal P1-dominant gene expression, irrespective of the tissue type. Likewise, dominance accounts for a large majority of the differential expression identified in the F_1_ S. *purpurea* x S. *viminalis* family. However, over a seemingly brief period of time (96 hrs), P1:P2 ratios of uniparental inheritance among the F_1_ individuals were not static, but tended to oscillate (S3 Fig).

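Of the genes that were not conserved, dominance for either parent accounted for 86.5% on average at 0 h, 88.9% at 6 h, 87.9% at 24 h and 90.1% at 96 h, with 79.2% as the lowest value of a clone and 94.5% as the highest. At 0 h this was 5101 of 5900 genes per clone and at 96 h 2833 of 3145. Over the clones 7274 genes were P1-dominant at 0 h in at least 1 clone, 2659 of them in exactly 1, and 181 in all 7. A gene called against one parent and missed against the other by the test counts as dominant, so the share depends on the power of the test.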

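The ratio of P1-dominant to P2-dominant genes was on average 1.16 at 0 h (0.666 to 1.74 over the 7 clones), 0.920 at 6 h (0.306 to 1.56), 1.20 at 24 h (0.685 to 1.63) and 0.529 at 96 h (0.331 to 0.918). It was above 1 in 4 clones at 0 h, in 3 at 6 h, in 6 at 24 h and in 0 at 96 h. The ratio depends on the libraries as well: 94006 had 3 at 0, 6 and 96 h and 2 at 24 h, and ‘Jorr’ had 2 at each time. Fewer libraries of a parent mostly gave fewer genes called against it, but not in every case. With 2 libraries of 94006 at 0 h the averages were 2748 to 2948 P1-dominant and 1799 to 1980 P2-dominant genes, and at 96 h 973 to 1134 and 1102 to 1738. At 6 h they were 1989 and 1222 without 94006 replicate 1 and 1774 and 1307 without replicate 2. Without 94006 6 h replicate 3 they were 2087 and 4614, against 1648 and 2079 with all libraries. Which class was the larger at 6 h thus turned on single libraries of 94006. From the change of these ratios over the 96 h the paper reasons that uniparental inheritance was not static.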

**Fig 6:**
Chromosome-wide patterns of inheritance of gene expression in F_1_ *S*. *purpurea* × *S*. *viminalis* progeny individuals. For each of the 19 chromosomes of *Salix*, the middle black bar separates T0 (left) from T6 (right). An equal number of bins (n = 12), ordered by their physical position, represents the total number of genes in each inheritance class (scale, top left). Inheritance classifications are stacked within each bin and are colored according to the legend (center top).

### Real-time quantitative PCR analysis of DEGs in parent genotypes

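The 19 libraries of the parents served for the comparison with qPCR: the counts of MYB, Sgf11, Glu_b, MYB2, NAC and FBK were divided by DESeq2's size factors, averaged over the 2 or 3 libraries of a parent at a time, and divided by the gene's first value as in S3 Table. The qPCR values are the paper's, from S3 Table, which leaves 43 pairs of values with qPCR in both parents over the 4 times. The qPCR itself has no file among the deposited tables. MUB, the reference of the qPCR, had between 12.0 and 15.4 CPM on average in every parent and time, with no call for a change.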

To confirm that the RNA-Seq profiles accurately reflected the actual expression levels for each sample, six genes encoding four transcription factors (TFs) (SapurV1A.1016s0030, MYB; SapurV1A.0106s0050 Sgf11; SapurV1A.0534s0230, MYB2; SapurV1A.2717s0010, NAC), 1 ligandins (SapurV1A.0427s0070, Glu_b) and one heat shock protein (SapurV1A.0571s0080, FBK) in both willow genotypes, 94006 and ‘Jorr’, were selected for quantitative real-time PCR analysis. The primers used in the qPCR are listed in S2 Table. These genes were chosen for their contrasting expression patterns in response to PLH feeding between the two parent genotypes. 

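By RNA-Seq, the contrast between the parents took several forms. Glu_b was set apart by parent at each time, with 24.4 to 31.4 CPM in ‘Jorr’ and 1.32 to 2.30 CPM in 94006, and had no call in time in either. NAC rose in 94006, from 9.62 ± 3.43 CPM at 0 h to 42.6 ± 8.49 at 24 h and 42.0 ± 14.6 at 96 h, and stayed between 1.95 and 3.21 CPM in ‘Jorr’. FBK rose at 6 h in both parents, by 8.38 on the log2 scale in 94006 (standard error 0.78, adjusted p = 6.3e-06) and by 8.74 in ‘Jorr’ (standard error 1.08, adjusted p = 2.8e-04), where 2 counts at 0 h leave the ratio between 94.7 and 20955 (95% Clopper-Pearson interval on read pairs, counting error only), and the responses did not differ by the test (difference -0.36, standard error 1.31, adjusted p = 1.0). Sgf11, MYB and MYB2 had no call at 6, 24 or 96 h in either parent. CHT (SapurV1A.0194s0290), a carbohydrate transporter, and the actin gene ACT2 (SapurV1A.0285s0180), which S2 Table lists as well, had no call in time.

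**Figure D3:**
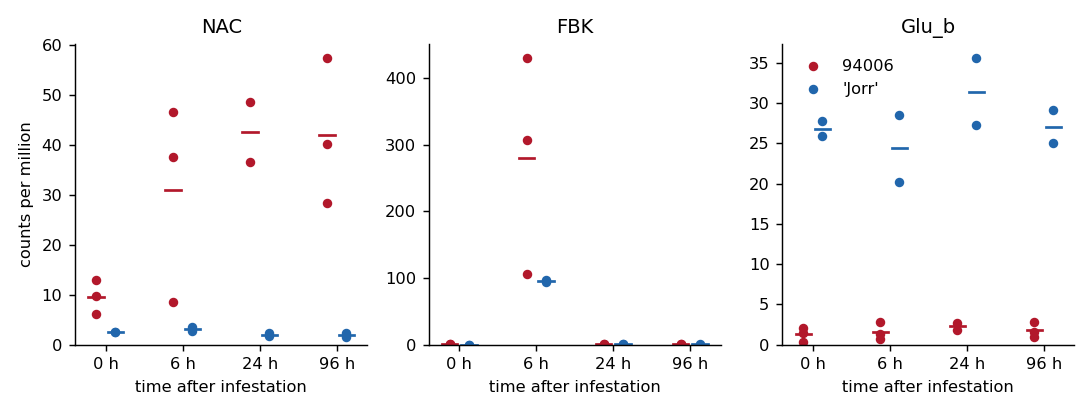
Points give the CPM of NAC, FBK and Glu_b in each library of 94006 and ‘Jorr’ at 0, 6, 24 and 96 h, and lines give the means. FBK is at 281 in 94006 and 95.9 in ‘Jorr’ at 6 h.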

The membrane-anchored ubiquitin-fold protein, MUB (SapurV1A.2454s0040), was used as the endogenous reference to normalize all qPCR measurement. The log-fold change of each qPCR measurement was compared to the log-fold change of RNA-Seq normalized value and displayed side by side as bar chart (S3 Table and S4A Fig). The regression analysis revealed a significant positive correlation (Pearson *r* = 0.93) in the expression profiles between RNA-seq and qPCR data (S4B Fig), confirming that there were not any significant biases in the RNASeq data from technical issues in the RNA isolation and sequencing process.

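Over the 43 pairs the log2 values of RNA-Seq and qPCR had a Pearson r of 0.964 (R squared 0.930) and a Spearman rho of 0.900 (permutation test, p = 1e-05 for each, the smallest that 100000 permutations can give). Without the 2 pairs farthest from the median of the qPCR values r was 0.948. The pairs are not independent, since the RNA-Seq values of each gene are relative to its own first value: with each gene's mean removed r was 0.952 (permutation within genes, p = 1e-05). Within a gene r was 0.997 for NAC, 0.975 for FBK, 0.974 for Glu_b, 0.952 for Sgf11, 0.897 for MYB and 0.885 for MYB2, over 5 to 8 pairs each. For FBK it rests on ‘Jorr’ at 6 h (log2 values 6.63 and 7.11). The other FBK pairs lay between -0.887 and 0 by RNA-Seq and between -0.639 and 0.811 by qPCR. The pairs of NAC and Glu_b stood apart by parent. In 94006 Glu_b was highest at 24 h by RNA-Seq (0.781) and at 6 h by qPCR (0.920). A high r within a gene thus does not show that the time courses matched. The FBK value of 94006 at 6 h is not among the pairs, as S3 Table gives no qPCR value for it. From this correlation the paper concludes that RNA isolation and sequencing had brought no significant bias.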

## Discussion

### Biosynthesis of secondary cell wall compounds as a compensation for PLH injury

The ability to recover from the insect damage largely determines the resistance or tolerance of a plant under herbivore stress. The sooner the plant deploys an effective recovery, the less damage accumulates from pest feeding. Previous studies revealed that PLH employ a lacerate-and-flush feeding behavior [13, 17], which consists of rupturing cells by rapid movement of their stylets, causing mechanical damage, and simultaneously salivating and withdrawing phloem liquid. Herbivory by PLH induces a cascade of anatomical and physiological disturbances in alfalfa, their primary host: injured phloem tissues first suffer cell wall loosening and collapse, followed by phloem blockage [50, 51]. The characteristic symptom “hopperburn” is largely the result of small blockages and phloem constrictions in the plant vasculature. The following recovery phase is the regeneration of wound phloem sieve elements that circumvent the damaged phloem cells [13, 16, 52] as a result, xylem tissues are reduced in size and quantity, and the mature tracheary elements are compensated for by generation of numerous, thick-walled sclerenchyma fiber cells.

Here, the resistant *S*. *purpurea* 94006 genotype rapidly induced an arsenal of genes (within 6 h of PLH feeding) sharing the pattern of increased expression levels coinciding with the pest feeding, attaining much higher levels than in susceptible genotypes in which defense genes were induced more gradually. This unique expression pattern suggests that these genes are involved in the effective defensive processes in the resistant 94006 genotype. 

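Of the 1837 genes that rose in 94006 at 6 h, 1726 (94.0%) were also above 0 h in ‘Jorr’ at 6 h, in separate libraries, with a median of 1.04 on the log2 scale against 1.73 in 94006, the parent in which they were chosen. Of the 1980 that fell, 1838 (92.8%) were also lower in ‘Jorr’, with medians of -1.06 and -1.80. Seen from ‘Jorr’, 345 of the 351 genes that rose and 664 of the 680 that fell moved the same way in 94006, with medians of 1.88 against 1.96 and of -1.63 against -1.98. In all, 273 rising genes were called in both parents, against 22.2 by chance, and 511 falling genes, against 46.4. Across the 28993 genes, which are not independent replicates, the 6 h changes of the parents had an r of 0.53. SapurV1A.1821s0020 had no count at 0 h in 94006 and 18.2 ± 17.2 CPM at 6 h (SD, n = 3), and 0.570 and 4.31 CPM in ‘Jorr’ (adjusted p = 0.23). SapurV1A.0239s0220 fell from 9.06 ± 4.08 CPM to no count in 94006, and from 2.17 ± 0.939 CPM to no count in ‘Jorr’ (adjusted p = 0.12).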

Functional annotations illustrate their roles in cell wall biosynthesis, especially those components abundant in secondary cell wall (xylan, glucuronoxylan, and lignin). Our transcriptome results are consistent with phenotypic observations in which PLH first injure the vascular tissue, followed by host recovery that depends largely on the generation of new vascular transport cells to restore translocation function. In the resistant genotype 94006, the biosynthesis of plant cell walls (especially secondary cell walls) could both restore cell wall integrity and reinforce the secondary cell walls by increasing cell wall thickness. Our observations with *S*. *purpurea* 94006 were similar to examples reported in maize, in which increased secondary cell wall thickness prevents mechanical rupture of the pith tissues caused by corn borer insect feeding [36], while re-differentiation of tracheids and sieve elements with thick lignified secondary cell walls restored the flow of nutrients and water to maintain normal physiological activities.

### Different strategies for plant growth, constitutive and induced resistance between species

Plants produce limited photosynthates and acquire other resources which are essential for both plant growth and defense [53]. Developing defensive traits comes at the cost of reduced growth and reproduction [54]. For example, it was observed in *Nicotiana* that increased defense was usually accompanied by attenuated growth rate [55]. During their evolution, species occupying divergent environments developed various strategies to better adapt to specialized habitat and to balance the growth-defense trade-offs [56, 57]. *Salix viminalis* and its hybrids represent the most widely grown willow cultivars as a short rotation crop in Europe [58, 59] and is favored for its multiple desirable traits in aspect of biomass production, including high yield, fast growth, good coppicing, and good maintenance of growth form [60]. Even with high sensitivities to pests and diseases, *S*. *viminalis* is still popular in breeding programs as hybridized with other *Salix* species to take advantage of its vigorous growth traits in the F_1_ hybrid [22, 61]. In our study, by comparing the transcriptomes of both *S*. *viminalis* and *S*. *purpurea* in the absence of herbivory, we identified the genes associated with cellular metabolism and biosynthesis were more highly expressed in susceptible species *S*. *viminalis*, indicating its rigorous growth status. On the other hand, the resistant species *S*. *purpurea* showed greater expression of genes involved in stress and stimulus response, combined with morphological trait of smaller leaves and lower yield in field trials, suggesting diverted resources from growth to constitutive resistance in *S*. *purpurea*, compared with *S*. *viminalis*. Whereas in presence of herbivory, *S*. *purpurea* promptly initiated induced resistance within 6 h, as we identified a group of genes (Gene cluster I in WGCNA analysis) contributing to secondary cell wall thickening were increasingly expressed after herbivory imposing. Thus, despite the constitutive resistance, *S*. *purpurea* also rapidly induced structural defensive traits, which brings a fitness advantage by direct discouragement of herbivore feeding [62], and fast restoration of damaged tissue. While in *S*. *viminalis*, another induced defense strategy dominated. 

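Of the 350 genes called at 24 h in ‘Jorr’, a number that was 2 to 79 with 1 library left out and 1339 with DESeq2, 206 were higher than at 0 h, of which 182 (88.3%) were also above 0 h in 94006, with a median of 0.52 on the log2 scale against 1.68 in ‘Jorr’, the parent in which they were chosen. For the difference between the parents' changes at 24 h, 10 genes passed at an adjusted p under 0.05 (190 with DESeq2), and 2535 of 28993 had an unadjusted p under 0.05. In the clones 132 of the 206 genes were above 0 h at 24 h, with a median of 0.11. Of the 144 genes that were lower in ‘Jorr’, 108 were also below 0 h in 94006, and 59 were below 0 h in the clones, where the median was 0.09.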

Within 24 h after herbivory, a set of genes (Gene cluster III in WGCNA analysis) involved in program cell death upregulated in response to PLH herbivory in *S*. *viminalis*. This programmed cell death defensive response is called a hypersensitive response (HR) and prevails in plant defense against pathogens [63, 64]. Ollerstam [65] reported HR-like response in *S*. *viminalis* leaves within 12 h of gall midges egg hatch and identified a strong association with larval mortality. While the plant HR defensive response is primarily implicated with herbivores in sessile life stage, it is obviously not an effective defense against actively moving herbivore like PLH adults. Additionally, even though induced resistance is cost-saving compared to constitutive resistance [66], time-lags before induced resistance taken into action may compromise the effectiveness and cause irreversible damage [67]. In summary, interspecies diverse strategies are deployed to balance the trade-offs among plant growth, constitutive and induced defense, under current environmental context where the plants grow.

### High correlations between NBS-LRR genes and PLH resistance and sex

Resistance genes (R genes) are ubiquitous in land plants, especially those encoding nucleotide binding site-leucine-rich repeat (NBS-LRR) genes [68, 69], and have been shown to contribute to host resistance to pathogens in many genera [70]. In general, NBS domains have highly conserved motifs (e.g., P-loop, kinase-2, and Gly-Leu-Pro-Leu motifs), which are involved in protein-protein interactions. Toll interleukin repeat (TIR)- and non-TIR-NBS-LRRs are highly abundant in the reference genomes of both *S*. *purpurea* and *S*. *viminalis*, as well as that of a close relative, *Populus trichocarpa* [71]. Over 400 NBS-LRRs members of this large R gene family have been annotated in the *S*. *purpurea* v1.0 reference transcriptome assembly, a family size similar to that of *P*. *trichocarpa* [72]. In our study, genes significantly correlated (*p*-value < 1e^-6^) with the PLH severity phenotype in F_1_ plants were enriched for the NBS-LRR R gene family. 

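Over the 77 libraries of the F1 clones, 412 of 33082 genes had a correlation with the log of the clones' damage severity at p under 1e-06, 232 positive and 180 negative, with each library counted as independent. The severity is one value per clone, read from Fig 1B, so the 77 libraries carry 7 values. Fig 7D, read by eye, places some clones at other severities than Fig 1B does, and its positions were not used. When the 7 severities were given to the clones in 99 other orders, 20 of these orders gave as many genes, with a median of 269 and a range of 12 to 1040. In simulated data with differences between clones that had nothing to do with severity, 270 genes without a relation, of 5000 simulated, passed the same threshold, and without such differences 0 did. The tables do not say which transcripts belong to the NBS-LRR family, so its share among the 412 genes was not computed.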

Based on the pest symptom severity, the F_1_ progeny were categorized as susceptible or resistant (less susceptible) plants. In general, the TIR clade of NBS-LRRs was highly-expressed in susceptible plants, but coiled-coil (CC) NBS-LRR clade was more abundant in resistant or less-susceptible individuals. Also, P2-dominant patterns of inheritance were over-represented for TIR-NBS-LRR genes, whereas P1-dominant patterns were over-represented for genes in the CC-NBS-LRRs clade. Divergent evolution of NBS-LRR R genes between *S*. *purpurea* and *S*. *viminalis* might account for these striking patterns of uniparental dominant gene expression and PLH resistance among their progeny. Co-expression analyses of F_1_ progeny clustered a large proportion of NBS-LRR gene family members into modules that were significantly correlated to resistance traits observed both in the greenhouse and in the field. The *plum2* module showed the greatest correlation to the log PLH severity (%) in F_1_ progeny (Fig 7A), compared to all other modules. Moreover, for a majority of genes within the *plum2* module, there was a strong negative correlation with log PLH severity (Fig 7B). Among them are eight genes identified possessing NBS-LRR motifs (Fig 7C). SapurV1A.0419s0010, a gene with the greatest inverse correlation for log PLH severity (%), was highly-expressed in resistant and less-susceptible plants (Fig 7D), and annotated as an apoptotic CC-NBS-LRR gene, homologous to Arabidopsis receptor kinase ZED1. 

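SapurV1A.0419s0010 was lowest in 11X-407-089, with 8.76 CPM on average over its libraries, and in 11X-407-044, with 14.4, and higher in 11X-407-004 (23.7), 11X-407-122 (25.7), 11X-407-102 (27.4), 11X-407-059 (31.6) and 11X-407-084 (34.4). Over the 7 clones its mean log2(CPM + 1) had a Pearson r of -0.88 with the log of damage severity and a Spearman rho of -0.79. The paper picked the gene for this correlation from these same libraries, so no p is given for it. Without the 2 clones farthest from the median severity r was -0.86. In the parents the level ran the other way: 10.2 CPM on average in the resistant 94006 and 38.5 in the susceptible ‘Jorr’, 0.0015 being the adjusted p of the difference at 0 h. At 0 h it had 13.6 ± 1.38 CPM in 94006 (SD, n = 3) and 53.0 ± 15.7 in ‘Jorr’ (SD, n = 2), and the changes at 6 h, -0.89 and -0.98 on the log2 scale, did not pass (adjusted p = 0.094 and 0.24).

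**Figure D4:**
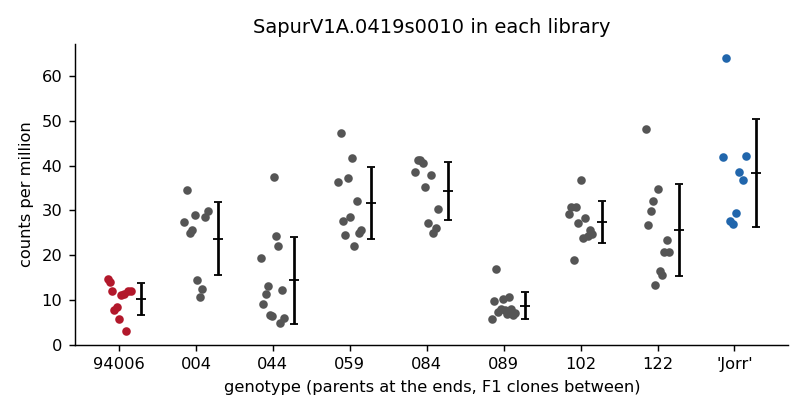
Points give the CPM of SapurV1A.0419s0010 in each library of 94006, the 7 F1 clones and ‘Jorr’, and bars give the mean and SD. The mean is 10.2 in 94006 and 38.5 in ‘Jorr’.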

In Arabidopsis, *ZED1* is predicted to act as a decoy for the *Pseudomonas syringae* HopZ1 effector acetyltransferase [73] which is required for recognition by the R gene, *ZAR1*, such that mutant plants lacking *ZED1* showed increased pathogen growth.

**Fig 7:**
Co-expression analyses of F_1_ *S*. *purpurea* × S. *viminalis* progeny and Panel A. Boxplots represent the significance of eigengene-trait relationship correlations between pest damage severity and 10 co-expressed gene modules with highest correlation to the percent severity of the pest damage trait. The *plum2* module had the highest module-trait correlation. Panel B. The scaled eigengene expression heatmap for the *plum2* module and scaled log percent severity of damage trait values are ordered according to their respective module membership (correlation between each gene and eigengene). The time of collection for each sample time-point 0, 6, 24, and 96 hr (top), are represented by white, light grey, dark grey, and *black* boxes, respectively. Panel C. The Manhattan plot depicts genome-wide significance for log damage severity (%). Gene models were aligned to the *S*. *purpurea* 94006 v1 reference assembly. The absolute R^2^ multiplied by the corresponding −log_10_ (*p*-value) (y-axis) is plotted against the physical position (Mb) of each gene (x-axis). The horizontal red line represents the genome-wise Bonferroni significance threshold, −log_10_ (*p*-value = 0.05/*n*). Panel D. The scatterplot shows the regression of log percent severity and the normalized expression of the *S*. *purpurea* NBS-LRR gene, *SapurV1A*.*0419s0010*.*1* (R^2^ = 0.5, *p*-value = 7e^-13^).

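Taking each of the 77 libraries as a point, r was -0.71 (R squared 0.506). Spearman's rho was -0.67. The libraries share 7 severities, and the gene was picked for this correlation from these libraries, so that a p for it would not be a test.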

Another NBS-LRR clade, called the BED finger NBS-LRRs, were identified as highly correlated with progeny sex (R^2^ = 0.75 − 0.99, *p*-value < 1e^-60^), and are primarily concentrated on *S*. *purpurea* chr15 and chr19 (S5 Fig). The tandem duplication of NBS-LRR R genes is common in land plants and they tend to cluster over time. The three most significant BED finger NBS-LRRs located near the end of chr17 (SapurV1A.1003s0080, SapurV1A.1003s0090, and SapurV1A.1379s0010), share common domain architecture and are in relatively close proximity to one another (~10 Kb). The BED finger NBS-LRR, SapurV1A.1005s0080, with the greatest correlation with sex (R^2^ = 0.99, *p*-value = 1e^-75^), is located in a peritelomeric region of *S*. *purpurea* chr19, a region orthologous to the peritelomeric sex determining region (SDR) on *P*. *trichocarpa* chr19. Sex quantitative trait loci (QTL) have been mapped on chr15 in full-sib F_1_ and F_2_ biparental families and association panels of both *S*. *purpurea* [5, 49] and *S*. *viminalis* [74, 75]. Difference in gene content along the *S*. *purpurea* chr15 SDR or the putative ancestral Y chromosome (chr19) is likely to be more pronounced when comparing gene expression levels of plants of opposite sex undergoing biotic stress, especially for genes within regions of low recombination.

In order to breed new cultivars with durable resistance to PLH under increasingly warmer climate conditions, it is critical to understand the genetic basis for resistance and how it can be introgressed into improved cultivars. We have identified differentially expressed genes that are potentially relevant in determining functional susceptibility to PLH infestation. These genes can be targeted to inform decisions in choosing parents of hybrid crosses and the early selection of potentially resistant individuals for cultivar development. The identification of loci influencing the expression patterns of these candidate resistance genes (eQTL) can also be the focus of molecular marker development to facilitate the efficient early selection of parents for crosses and progeny compared to field trial screening, which is far more laborious and costly. We aim to validate these potential candidate genes across pedigrees, then incorporate a molecular breeding strategy toward long-term improvement of high-yielding cultivars.

## Supporting information

S1 Fig Hierarchical tree graphs of over-represented GO (gene oncology) terms in biological process categories for co-expressed genes in the *darkgreen*, *magenta* and *black* modules by singular enrichment analysis generated by AgriGO. Each box represents a GO term in biological process category, labeled with the GO term ID, term definition. The significantly enriched GO terms were identified by threshold of FDR ≤ 0.05 (FDR value shown in the brackets after term id), and filled with red-yellow colors, while non-significant terms are shown as white boxes. The degree of color saturation of a box is positively correlated to the significance level of the term. The color and type of lines represent different regulatory relationships (elaborated in legend window). The hierarchical rank of GO term decreases from top to bottom.
(TIF)

S2 Fig The internal regulations and connectivity network among genes in the *darkgreen* co-expressed gene cluster. The 10 hub transcriptional factors (AT1G09540, AT1G32770, AT1G75240, AT1G78700, AT2G01940, AT3G12250, AT4G28500, AT4G29230, AT4G30080, AT5G12870) are highlighted in yellow, which have the highest regulatory connectivity with other genes within this cluster. Green arrow: negative regulation; red arrow: positive regulation.
(TIF)

S3 Fig Distribution of inheritance classes of genes among F_1_ *S*. *purpurea* × *S*. *viminalis* progeny individuals. Left column, Scatter plots of classes of gene expression inheritance patterns. Center column: Bar charts of same data for classes of gene expression inheritance patterns. Right column: Bar charts of inheritance patterns for P1>P2 vs. P2>P1. Replicates for genes were summed for each time point; Genes were filtered (CPM > 0.5, ≥ 30%) and assigned inheritance classifications for only those with significant DE (FDR = 0.05).

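With this filter, more than 0.5 CPM in at least 30% of the libraries, 30594 genes were classified in place of 27131, and the average number of P1-dominant genes was 2759 at 0 h and 978 at 96 h, that of P2-dominant genes 2487 and 1951. With the 27131 genes of the main filter and an adjusted p under 0.05 in place of 0.01, the averages were 4108 and 1569 for P1 and 3390 and 3082 for P2. The legend's filter and threshold were not combined here, and replicates were not summed. The methods give the filter and the threshold used for the main values.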

(TIF)

S4 Fig Transcript abundances of six genes from 43 samples were measured by both RNA-Seq and qPCR. Panel (A) horizontally listed the fold change values of each gene across time within both genotypes, measured by both RNA-Seq data (red column) and qPCR data (blue column) and compared side by side in the bar chart. Panel (B) shows the high correlation (R^2^ = 0.93) of the log fold change between RNA-Seq (y axis) and qPCR (x axis).
(TIF)

S5 Fig Manhattan plot of genome-wide distribution of significance of sex-biased gene expression in F_1_ *S*. *purpurea* × *S*. *viminalis* progeny individuals. The absolute R^2^ multiplied by the corresponding −log_10_ (*p*-value) (y-axis) is plotted against the physical position (Mb) of each gene (x-axis). The horizontal red line represents the genome-wise Bonferroni significance threshold, −log_10_ (*p* = 0.05/*n*).
(TIF)

S1 Table Inheritance patterns of global gene expression among all F_1_ *S*. *purpurea* × *S*. *viminalis* progeny individuals. Rows are ordered by time, starting with the control time point (T0), then numerically by clone identifiers. For each time-point, the total number of genes belonging to inheritance classes was summarized by the family average.
(DOCX)

S2 Table Primer information for qPCR validation of selected genes.

S3 Table Validation of differentially expressed genes related to transcription factors (TFs), ligandins and heat shock protein of two contrasting PLH-susceptible shrub willow genotypes. The table also illustrates the functional characteristics of each genes.
(DOCX)

# Supplementary material for: Transcriptome analysis of contrasting resistance to herbivory by Empoasca fabae in two shrub willow species and their hybrid progeny
**Source:** PLoS One. 2020 Jul 29;15(7):e0236586. doi: 10.1371/journal.pone.0236586
**Supplement:** S1 Table — Rows are ordered by time, starting with the control time point (T0), then numerically by clone identifiers. For each time-point, the total number of genes belonging to inheritance classes was summarized by the family average.

**S1 Table. 

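Each row of the table counts, for 1 clone at 1 time, the genes in each of the 6 classes of the methods, and the last rows average the 7 clones. From the deposited counts, the P1-dominant class ran from 1667 to 3906 genes over the clones at 0 h and from 520 to 1679 at 96 h, and the P2-dominant class from 1869 to 2648 and from 1079 to 3081.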

Inheritance patterns of global gene expression among all F_1_ *S. purpurea* × *S. viminalis* progeny individuals.** Rows are ordered by time, starting with the control time point (T0), then numerically by clone identifiers. For each time-point, the total number of genes belonging to inheritance classes was summarized by the family average.

| Clone ID | | Time | | P1-dominant | | P2-dominant | | Over dominant | | Underdominant | | Additive | | Conserved |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 11X-407-004 | | 0 | | 1781 | | 1045 | | 52 | | 156 | | 85 | | 27332 |
| 11X-407-044 | | 0 | | 1001 | | 1198 | | 46 | | 19 | | 78 | | 28109 |
| 11X-407-059 | | 0 | | 1316 | | 1176 | | 58 | | 40 | | 59 | | 27802 |
| 11X-407-084 | | 0 | | 1366 | | 1155 | | 119 | | 46 | | 51 | | 27714 |
| 11X-407-089 | | 0 | | 1719 | | 1065 | | 54 | | 288 | | 64 | | 27261 |
| 11X-407-102 | | 0 | | 2274 | | 1002 | | 73 | | 283 | | 86 | | 26733 |
| 11X-407-122 | | 0 | | 1404 | | 1236 | | 61 | | 242 | | 69 | | 27439 |
| 11X-407-004 | | 6 | | 1395 | | 1508 | | 43 | | 276 | | 100 | | 27129 |
| 11X-407-044 | | 6 | | 775 | | 1916 | | 81 | | 22 | | 98 | | 27559 |
| 11X-407-059 | | 6 | | 1081 | | 1503 | | 59 | | 21 | | 77 | | 27710 |
| 11X-407-084 | | 6 | | 1048 | | 1526 | | 66 | | 69 | | 89 | | 27653 |
| 11X-407-089 | | 6 | | 1958 | | 1119 | | 59 | | 210 | | 79 | | 27026 |
| 11X-407-102 | | 6 | | 2267 | | 1065 | | 67 | | 247 | | 98 | | 26707 |
| 11X-407-122 | | 6 | | 1959 | | 1191 | | 53 | | 228 | | 82 | | 26938 |
| 11X-407-004 | | 24 | | 1209 | | 1188 | | 51 | | 76 | | 56 | | 27871 |
| 11X-407-044 | | 24 | | 904 | | 1012 | | 34 | | 25 | | 47 | | 28429 |
| 11X-407-059 | | 24 | | 1558 | | 1465 | | 129 | | 330 | | 79 | | 26890 |
| 11X-407-084 | | 24 | | 832 | | 980 | | 38 | | 13 | | 33 | | 28555 |
| 11X-407-089 | | 24 | | 1589 | | 1236 | | 59 | | 253 | | 61 | | 27253 |
| 11X-407-102 | | 24 | | 967 | | 944 | | 36 | | 49 | | 34 | | 28421 |
| 11X-407-122 | | 24 | | 1851 | | 1705 | | 136 | | 322 | | 100 | | 26337 |
| 11X-407-004 | | 96 | | 804 | | 1186 | | 25 | | 39 | | 41 | | 28356 |
| 11X-407-044 | | 96 | | 1480 | | 1437 | | 193 | | 105 | | 78 | | 27158 |
| 11X-407-059 | | 96 | | 750 | | 1570 | | 36 | | 91 | | 55 | | 27949 |
| 11X-407-084 | | 96 | | 630 | | 1248 | | 54 | | 20 | | 53 | | 28446 |
| 11X-407-089 | | 96 | | 1309 | | 2029 | | 140 | | 586 | | 82 | | 26305 |
| 11X-407-102 | | 96 | | 846 | | 1391 | | 64 | | 61 | | 44 | | 28045 |
| 11X-407-122 | | 96 | | 1098 | | 1532 | | 45 | | 304 | | 54 | | 27418 |
| ***Family Average by Time*** | | | | | | | | | | | | | | |
|  | **Time** | | **P1 dominant** | | **P2 dominant** | | **Overdominant** | | **Underdominant** | | **Additive** | | **Conserved** | |
|  | T0 | | 1552 | | 1125 | | 66 | | 153 | | 70 | | 27484 | |
|  | T6 | | 1498 | | 1404 | | 61 | | 153 | | 89 | | 27246 | |
|  | T24 | | 1273 | | 1219 | | 69 | | 153 | | 59 | | 27680 | |
|  | T96 | | 988 | | 1485 | | 80 | | 172 | | 58 | | 27668 | |

# Supplementary material for: Transcriptome analysis of contrasting resistance to herbivory by Empoasca fabae in two shrub willow species and their hybrid progeny
**Source:** PLoS One. 2020 Jul 29;15(7):e0236586. doi: 10.1371/journal.pone.0236586
**Supplement:** S2 Table

**S2 Table**. **Primer information for qPCR validation of selected genes.**

| Gene Name Abbreviation | Gene ID | Annotation | Primers  (forward/ reverse 5′-3′) | Size (bp) |
| --- | --- | --- | --- | --- |
| MUB | SapurV1A.2454s0040 | membrane-anchored ubiquitin-fold protein | TGCCAGAGGAGGAGGAGTTA | 133 |
|  |  |  | TCTTTAGGCCAGTCGGCTAC |  |
| MYB | SapurV1A.1016s0030 | MYB transcription factor in vasculature development/ xylem development | CCTGCAATTTCTTCCAGCTC | 138 |
|  |  |  | GCTTTCATGGGAGGTACCAA |  |
| CHT | SapurV1A.0194s0290 | carbohydrate transporter | GCACATGCATGACAAAAAGG | 154 |
|  |  |  | CATTAAGGGCCAATTCCTCA |  |
| Sgf11 | SapurV1A.0106s0050 | Sgf11 (transcriptional regulation protein) proteinLinks | GCGAAACCAATGGCAAGTAT | 101 |
|  |  |  | CACTATTGGTCTCCCGCAAT |  |
| ACT2 | SapurV1A.0285s0180 | actin | CAGAAAGACGCCTATGTTGG | 104 |
|  |  |  | TCCATATCATCCCAGTTGCT |  |
| NAC | SapurV1A.2717s0010 | NAC transcription factor | CCCAATGAGCAGTCCATCTT | 111 |
|  |  |  | CCAATTTGGTTTGAGGAGGA |  |
| Glu_b | SapurV1A.0427s0070 | tau class glutathione transferase GSTU6 | TGGATTGGATGGCATAGTTG | 90 |
|  |  |  | CCCAACAGTGTTACACCCATT |  |
| MYB2 | SapurV1A.0534s0230 | MYB transcription factor in plant-type secondary cell wall biogenesis | CGGAGGAAGATGACAAGCTC | 170 |
|  |  |  | TTCTTCCTGGGGTGAAAATG |  |
| FBK | SapurV1A.0571s0080 | heat shock protein-binding protein, putative | GACAGTGCAGTTTGGGACAA | 86 |
|  |  |  | CAAACAGAGCTTGGGGTCTC |  |

# Supplementary material for: Transcriptome analysis of contrasting resistance to herbivory by Empoasca fabae in two shrub willow species and their hybrid progeny
**Source:** PLoS One. 2020 Jul 29;15(7):e0236586. doi: 10.1371/journal.pone.0236586
**Supplement:** S3 Table — The table also illustrates the functional characteristics of each genes.

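Each RNA-Seq value of the table is the normalized expression of a gene at a time divided by its first value, and the qPCR values are relative expression normalized to MUB. Recomputed from the deposited counts with DESeq2's size factors, 39 of the 43 RNA-Seq values lay within 0.016 of the table's on the log2 scale. The other 4 are the values of ‘Jorr’ at 0 h, which came to 0.649 for MYB, 0.316 for Sgf11, 20.3 for Glu_b and 0.473 for MYB2.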

**S3 Table**. **Validation of differentially expressed genes related to transcription factors (TFs), ligandins and heat shock protein of two contrasting PLH-susceptible shrub willow genotypes.** The table also illustrates the functional characteristics of each genes.

| **Gene ID** | **Gene Description** | **Time after PLH Infestation** | **RNA-Seq Normalized Expression (p < 0.05)** | | **qPCR Relative Expression** | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | 94006 | ‘Jorr’ | 94006 | ‘Jorr’ |
| SapurV1A.1016s0030  Abbr ID: MYB | MYB transcription factor in vasculature development/ xylem development | 0 | 1.000 | 1.916 | 1.001 | 1.300 |
|  |  | 6 hours | 1.487 | 0.726 | 1.367 | 0.787 |
|  |  | 24 hours | 3.849 | 2.157 | 3.977 | 3.937 |
|  |  | 96 hours | 3.068 | 1.391 | 3.357 | 1.459 |
| SapurV1A.0106s0050  Abbr ID: Sgf11 | Sgf11 (transcriptional regulation protein) proteinLinks | 0 | 1.000 | 0.760 | 1.007 | 0.673 |
|  |  | 6 hours | 0.957 | 0.251 | 1.304 | 0.520 |
|  |  | 24 hours | 0.861 | 0.228 | 1.180 | 0.548 |
|  |  | 96 hours | 1.070 | 0.338 | 1.036 | 0.592 |
| SapurV1A.0427s0070  Abbr ID: Glu_b | tau class glutathione transferase GSTU6 | 0 | 1.000 | 10.922 | 1.032 | 11.185 |
|  |  | 6 hours | 1.202 | 18.040 | 1.892 | 20.986 |
|  |  | 24 hours | 1.726 | 23.451 | 1.337 | 25.139 |
|  |  | 96 hours | 1.378 | 20.319 | 0.910 | 22.554 |
| SapurV1A.0534s0230  Abbr ID: MYB2 | MYB transcription factor in plant-type secondary cell wall biogenesis | 0 | 1.000 | 1.059 | 1.061 | 0.944 |
|  |  | 6 hours | 1.382 | 0.363 | 2.047 | 0.638 |
|  |  | 24 hours | 1.416 | 0.344 | 1.784 | 0.168 |
|  |  | 96 hours | 1.765 | 0.377 | 2.230 | 0.347 |
| SapurV1A.2717s0010  Abbr ID: NAC | NAC transcription factor | 0 | NA | NA | NA | NA |
|  |  | 6 hours | 1.000 | 0.102 | 1.111 | 0.174 |
|  |  | 24 hours | 1.381 | 0.064 | 1.526 | 0.145 |
|  |  | 96 hours | 1.387 | 0.063 | 1.387 | 0.160 |
| SapurV1A.0571s0080  Abbr ID: FBK | heat shock protein-binding protein, putative | 0 | NA | NA | NA | NA |
|  |  | 6 hours | NA | 98.521 | NA | 137.900 |
|  |  | 24 hours | 1.000 | 0.628 | 1.040 | 1.206 |
|  |  | 96 hours | 0.672 | 0.538 | 0.642 | 1.754 |

*r = 0.82 (P = 2.46e-11)

How the deposited data were processed for this re-analysis (not part of the article)

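RNA-Seq of leaves of Salix purpurea 94006, S. viminalis ‘Jorr’ and 7 of their F1 clones, taken at 0, 6, 24 and 96 h of exposure to potato leafhopper, was available as 96 libraries, 19 of the parents and 77 of the clones. The authors trimmed the reads with Trimmomatic, aligned them with Bowtie2 to the primary transcripts of S. purpurea v1.0 and counted reads per transcript with samtools. The deposited values were raw counts of read ends for 37865 transcripts, in which the mates of a pair were counted separately, together with the number of reads that had no placement. No scaling or filter had been applied to the deposited counts. The transcript lengths in the tables stop at 1500, a value that 18098 transcripts share, so that no length correction was made.

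Reads per library ranged from 4266920 to 9159176 (median 6335267), and reads counted on transcripts from 3373971 to 7318270 (median 4952452). The percent of reads mapped was computed from the deposited counts as the counted reads over all reads of a library. Where a gene had no count in a group, the fold was computed against a floor of 3 read pairs (6 counts) over the libraries of the group together and is a lower bound. Where it had 1 to 3 counts, the ratio is given with its exact 95% Clopper-Pearson interval or no fold is given, apart from log2 changes taken from the fits. Floors and intervals cover counting error only.

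Each combination of genotype and time was a group of 2 or 3 libraries. The parents’ 19 libraries were fitted together, and the clones’ 77 libraries together, with edgeR 4.0.16 under R 4.3.3 (filterByExpr, TMM factors, quasi-likelihood with robust dispersions, 1 mean per group). Genes were called at an adjusted p under 0.05 and a log2 fold change beyond 1, the thresholds of the paper’s results section. Tests covered 28993 genes in the parents and 30568 in the clones. The difference between the parents’ changes was tested as an interaction. The response of the clones was tested as the average over the 7 clones, and for each clone alone. CPM values, computed from the deposited counts with TMM factors, were used to give levels of single genes with their SD. Principal components were computed from the 500 most variable genes after DESeq2’s variance-stabilizing transformation. Inheritance classes were assigned with edgeR’s exact test at an adjusted p under 0.01 over the 27131 genes with more than 1 CPM in at least 50% of the libraries, following the paper’s definitions, and the change from 0 to 96 h over the 7 clones was tested by an exact sign-flip permutation test.

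The relation of SapurV1A.0419s0010 with damage severity used 1 mean log2(CPM + 1) per clone and the log10 of the severity that Fig 1B shows, read by eye, with exact permutation of the 7 clones. The genes correlated with severity over the 77 libraries were counted at an unadjusted p under 1e-06. The qPCR ratios are the paper’s, from S3 Table. They were compared on the log2 scale with deposited counts divided by DESeq2’s size factors, with 100000 permutations.

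The genes described are the 14 that the paper or its supplements name by identifier and, for 94006 at 6 h, ‘Jorr’ at 6 h and the parents at 0 h, at most the 2 of largest rise and the 2 of largest fall among called genes whose libraries did not overlap between the groups. The genes of S3 Table were chosen by the study on these samples, and their values there had been seen. The tables do not pair the other transcripts with names or functions, so tests of gene lists and of enrichment were not run. Network modules were not computed, since WGCNA was not available.

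The procedures were tested on simulated data drawn from the real means and library sizes. For the parents and the clones at 6 h the changed genes were taken only from those above 1 CPM on average. Recovery among genes of lower counts was not simulated there. The dispersions for the clones came from their 0 h libraries. For 94006 at 6 h, edgeR recovered 10%, 56%, 76% and 88% of genes changed by 1, 2, 3 and 4 on the log2 scale, with 3 calls among unchanged genes of 28251 tested. For the difference between the parents’ 6 h changes it recovered 4%, 18%, 36% and 72%, with 4 such calls. DESeq2 recovered 14%, 68%, 84% and 96% for 94006 at 6 h, with 36 such calls of 28993 tested, and 4%, 30%, 68% and 84% for the difference, with 40. For the clones at 6 h edgeR recovered 94%, 96%, 100% and 100% of genes changed by 1.25, 1.5, 2 and 3, with 1 such call of 29518 tested. Of P1-dominant genes at 0 h, 72.7 and 92.7 of 100 simulated at differences of 2 and 4 were recovered on average, with 8.57 others called. For the relation with severity, 200 of 200 simulated genes were recovered, with 270 others of 5000 called when clones differed for other reasons and 0 when they did not.

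The alternatives, chosen before the data were examined apart from those named in the closing section, were an adjusted p under 0.001, DESeq2 1.42.0, factors by relative log expression (RLE), no filter, all 96 libraries in 1 fit, a replicate block, and leaving out each library or replicate; for inheritance an adjusted p under 0.05, more than 0.5 CPM in 30% of the libraries, the quasi-likelihood test and a fold change over 2 as well; and for components and correlations another gene set, scale or pseudocount.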

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

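The comparison of P1-dominant averages with 1 library of ‘Jorr’ left at both times was chosen after the results were seen. In 42 sets of values per clone, tested for a single clone far from the others, 5 had one, where chance gives about 2.1. At 24 h 4689 genes changed in 11X-407-044, far above the other clones. Each 24 h library of this clone was closest to another clone, and each 24 h library of 11X-407-004 was closest to 11X-407-044. Whether these labels are right was not tested. The 4689 genes, and the 5625 that differed between the clones at 24 h, rest on them. At 24 h 11X-407-122 stood apart with 2837 P2-dominant genes, 747 overdominant genes and 624 underdominant genes. The mean of NAC was 12.75 CPM in 11X-407-102, above the 8.24 to 10.2 CPM of the other clones.

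The parents’ changes differed, by the test of the difference itself, in 14 genes at 6 h, 10 at 24 h and 7 at 96 h. For SapurV1A.0720s0150 the difference at 6 h was 5.451 on the log2 scale, and 2 counts were left in ‘Jorr’ at 6 h, so that its ratio of 6 h to 0 h lies between 1.73e-05 and 0.00383 (95% Clopper-Pearson interval). The clones’ changes differed from one another in 52 genes at 6 h, 5625 at 24 h and 665 at 96 h.

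The paper does not report a test of the clones’ response over time. On average over the 7 clones 4619 genes changed at 6 h, 842 at 24 h and 2949 at 96 h. In 99 other splits of time within clones, the highest counts were 0, 4 and 1, so that chance can be excluded for time as a whole. The splits mixed the libraries of all 4 times, those of 6 h included, which widens the spread in each split. They therefore do not decide it for 24 h or 96 h against 0 h alone.

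More genes were called at 6 h in 94006 (3817) than in ‘Jorr’ (1031). The number of libraries, 3 against 2, is argued against as the whole cause, since with 2 libraries of 94006 at each time the median over the 9 choices was 2864 and the lowest ratio to ‘Jorr’ was 2.05. The splits of the 6 libraries of 94006 at 0 and 6 h are too few for a share under 0.05 (3817 genes in the real split, 0 as the highest other). A difference between the genotypes stays open, as does the spread of single libraries.

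The libraries of 6 h stood apart from those of the other times in both parents and every clone. They were also taken at another time of day, and without uninfested plants at 6 h this cannot be told apart from feeding. If the response followed damage it would rise with severity, but over the 7 clones the size of the 6 h response had an r of 0.19 with log severity (exact permutation test, two-sided p = 0.6964; rho 0.090), and an r of 0.65 without the 2 clones of the farthest severity (exact p = 0.28). With 7 clones, a weak relation would not be seen.

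The average number of P1-dominant genes was 2705 at 0 h and 969 at 96 h. Without ‘Jorr’ 0 h replicate 3 the average at 0 h was 905, a move of 1800 against a difference of 1736, but fewer libraries also give fewer calls, so this move does not tell whether a single library decides the decline. With 1 library of ‘Jorr’ left at both times the averages were 905 and 1847 at 0 h and 345 and 604 at 96 h, without replicates 3 and 2, so the decline remained in each combination, at a smaller size. The libraries of ‘Jorr’ were shallower at 96 h than at 0 h, with 4014624 against 5632058 counted reads on average, and differed more from each other (chi-square per gene 15.0 against 7.51). These limits on power, and a change in inheritance after infestation, stay open.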

How the results depend on the processing

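Counting the mates of a pair once, and DESeq2 on the 2 groups compared alone, were chosen after the data were seen. Of 376 values of counts, shares and correlations under the alternatives, 246 stayed within 1.5 times the reported count, or within the spread or side of the threshold, and 130 moved. Counts and shares have no direction, so only the correlations could have changed it, and none did. Of 751 values for 47 calls of the named genes, 692 kept their direction and call, 59 kept their direction without the call and 0 changed direction. The cause of the changes below was not tested, apart from fewer libraries where 1 was left out.

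At an adjusted p under 0.001 in edgeR, 1009, 42 and 76 genes changed in 94006 at 6, 24 and 96 h, 213, 1 and 0 in ‘Jorr’, and 1050 in any of the 6 comparisons. The parents’ changes then differed in 1, 0 and 0 genes at 6, 24 and 96 h, 1007 genes differed at 0 h, 229 were higher in 94006 and 135 in ‘Jorr’ at all 4 times, and 0 were higher in ‘Jorr’ and rose there. Beside these counts of 0, 3230 genes in ‘Jorr’ at 96 h and 2535 and 1930 differences at 24 and 96 h had an unadjusted p under 0.05. In the clones 418 genes changed at 24 h at this threshold.

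With DESeq2 783 and 745 genes changed in 94006 at 24 and 96 h and 1339 and 321 in ‘Jorr’. The parents’ changes differed in 148, 190 and 189 genes at 6, 24 and 96 h, 19 genes rose in 94006 and fell in ‘Jorr’, and 62 were higher in ‘Jorr’ and rose there. With DESeq2 on the 2 groups alone the numbers were 1357 and 1040 in 94006 at 24 and 96 h and 1911, 1806 and 611 in ‘Jorr’ at 6, 24 and 96 h. With all 96 libraries in one fit they were 854 and 928 in 94006 and 1874, 1440 and 322 in ‘Jorr’, with 7094 in any comparison, differences in 160, 126 and 126 genes, 19 genes rising in 94006 and falling in ‘Jorr’, and 65 higher in ‘Jorr’ and rising there.

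Neither the paper nor the labels say that a replicate number marks one plant over the times. The parents’ libraries of the same number were more alike than others, with a median r of residuals of 0.28 over 24 pairs against -0.18 over 45 other pairs, but only 15 of the 24 were over 0.1 and not every library was most like its own number, so that the numbers were not taken to pair the samples. For the clones the values were 0.068 over 105 pairs, 47 over 0.1, and -0.043 over 212. With a replicate block 776 genes changed in 94006 at 96 h and 543 and 293 in ‘Jorr’ at 24 and 96 h, differences numbered 25, 27 and 38, 5 genes rose in 94006 and fell in ‘Jorr’, and 35 were higher in ‘Jorr’ and rose there. With factors by RLE 15 genes changed in ‘Jorr’ at 96 h and 4 differed at 24 h. With no filter 17 differed at 24 h. With mates counted once 21 genes changed in ‘Jorr’ at 96 h.

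Inheritance at an adjusted p under 0.05 gave 4108 and 1569 P1-dominant genes at 0 and 96 h and 3082 P2-dominant genes at 96 h, and the quasi-likelihood test 557 and 1126 at 96 h. The first component held 20.5% of the variance and the second 12.4% (12.35) with all genes kept by the filter, and the second 13.7% (13.66) on log2 CPM.

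Leaving out 1 library at a time, 2855 to 4757 genes changed in 94006 at 6 h, 72 to 344 at 24 h and 252 to 526 at 96 h, and in ‘Jorr’ 411 to 556, 2 to 79 and 0 to 97. A library left out can leave 1 in a group, which is then assumed to vary like the others. The count at 24 h in 94006 fell by over 1.5 times without 94006 0 h replicate 2 (319) or 3 (317) and 24 h replicate 1 (73) or 2 (72), and that at 96 h without 0 h replicate 2 (300) or 3 (283) and 96 h replicate 1 (252) or 2 (255). In ‘Jorr’ the count at 6 h was 503 and 556 without 0 h replicate 2 and 3, and 411 and 501 without 6 h replicate 2 and 3. At 24 h it was 79 and 2 without 0 h replicate 2 and 3, and 53 and 60 without 24 h replicate 1 and 3. At 96 h it was 0 without 0 h replicate 2 and without replicate 3, 1 without 96 h replicate 2 and 97 without 96 h replicate 3 (edgeR, beside 3230 at an unadjusted p under 0.05 with all libraries). In any comparison 3222 to 6580 genes changed, the highest without 94006 6 h replicate 3.

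The parents’ 6 h changes differed in 1 to 172 genes. The count was 172 without 94006 6 h replicate 3, 4 without 94006 6 h replicate 2, 2 without 94006 0 h replicate 2 and without replicate 3, 1 and 5 without ‘Jorr’ 0 h replicate 2 and 3, and 1 and 4 without ‘Jorr’ 6 h replicate 2 and 3. At 24 h 0 to 4 genes differed and every library left out lowered the 10: 4, 3 and 2 without 94006 0 h replicate 1, 2 and 3, 3 and 1 without 94006 24 h replicate 1 and 2, 0 and 2 without ‘Jorr’ 0 h replicate 2 and 3, and 1 and 4 without ‘Jorr’ 24 h replicate 1 and 3 (190 with DESeq2 and all libraries). At 96 h it was 1 to 76: 76 without ‘Jorr’ 96 h replicate 3, 1 without ‘Jorr’ 96 h replicate 2, 2 and 1 without ‘Jorr’ 0 h replicate 2 and 3, 3 without each of the 94006 0 h libraries, and 4 and 1 without 94006 96 h replicate 1 and 2.

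At 0 h 2248 to 4162 genes differed between the parents, 2850 and 2248 without ‘Jorr’ 0 h replicate 2 and 3. Genes higher in 94006 at all 4 times numbered 623 to 1172, 623 without ‘Jorr’ 24 h replicate 3, and those higher in ‘Jorr’ 384 to 906, 393 and 384 without 94006 24 h replicate 1 and 2. Genes rising in 94006 and falling in ‘Jorr’ numbered 0 to 6 (0 with all libraries in edgeR, 574 unadjusted, 19 with DESeq2): 6 without 94006 6 h replicate 3, 2 without ‘Jorr’ 24 h replicate 1, and 1 without 94006 6 h replicate 1, 94006 96 h replicate 1 or ‘Jorr’ 96 h replicate 3. Genes higher in ‘Jorr’ that rose there numbered 0 to 44: 44 without 94006 6 h replicate 3, 0 and 2 without ‘Jorr’ 0 h replicate 3 and 2, 8 without ‘Jorr’ 24 h replicate 1 and 6 without ‘Jorr’ 6 h replicate 2.

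In the clones, without replicate 1, 2 or 3, 4375 to 4765, 655 to 861 and 2300 to 3107 genes changed at 6, 24 and 96 h. P1-dominant genes numbered 905 to 2948 at 0 h, 905 without ‘Jorr’ 0 h replicate 3, and 345.4 to 1134 at 96 h, 345 and 604 without ‘Jorr’ 96 h replicate 3 and 2. P2-dominant genes numbered 1799 to 2762 at 0 h and 1102 to 2046 at 96 h, 1102 without 94006 96 h replicate 2. The first component held 27.4% to 30.3% of the variance and the second 14.4% to 15.0%. The correlation of SapurV1A.0419s0010 with log severity lay between -0.89 and -0.86 and that of RNA-Seq and qPCR between 0.9495 and 0.967. Without ‘Jorr’ 96 h replicate 2 the latter has no value, as FBK then had no count.

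In simulated data of the parents, 10% of changes by 1 and 56% of changes by 2 on the log2 scale were recovered at 6 h in 94006, and for differences between the parents’ changes 4% and 18%, so smaller changes are largely missed. These were changes in genes above 1 CPM on average. A count of 0 in a group sets only a lower bound on a fold.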

Differences from the paper's values

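DESeq2 on the 2 groups alone, and the comparisons of inheritance with 1 library of a parent left out at each time, were chosen after the values were seen. The paper gives no list of its genes, so how many of them a setting drops is not known.

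At the paper’s results thresholds 1031 genes changed in ‘Jorr’ at 6 h, and the paper’s number is 1670. Of the 10 alternatives set before the data were examined, DESeq2 (1524), all 96 libraries in one fit (1874) and the replicate block (1354) came within 1.5 times, and the other 7 did not. DESeq2 on the 2 groups alone, chosen after seeing the values, gave 1911. Over the 6 comparisons 4364 genes changed, against 6983 in the paper. DESeq2 (6100), all 96 libraries (7094), the replicate block (5347) and leaving out 94006 6 h replicate 3 (6580) came within, and the other 21 did not. DESeq2 on the 2 groups alone, chosen after seeing the values, gave 6332.

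In 94006 481 genes changed at 24 h and 460 at 96 h, and the paper’s numbers are about 980 and about 1700 in Fig. 3, read by eye. At 24 h DESeq2 (783) and all 96 libraries (854) came within and the other 9 alternatives did not. At 96 h none of the 12 did. In ‘Jorr’ 350 genes changed at 24 h and 9 at 96 h, against about 2000 and about 860 in Fig. 3, read by eye. At 24 h DESeq2 (1339) and all 96 libraries (1440) came within and the other 8 did not. At 96 h none of the 10 did. DESeq2 on the 2 groups alone, chosen after seeing the values, gave 1357 in 94006 and 1806 in ‘Jorr’ at 24 h and 611 in ‘Jorr’ at 96 h, each within 1.5 times, and 1040 in 94006 at 96 h, which was not.

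The correlation of RNA-Seq and qPCR was 0.9643, and the paper’s text gives 0.93. None of the 21 alternatives came within its standard error. The square of the value here, 0.930, is the R squared that the legend of S4 Fig gives. A footnote to S3 Table gives another r, lower than that of the paper's text.

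P1-dominant genes at 0 h numbered 2705 on average and 1552 in the paper. The quasi-likelihood test (2141) and leaving out ‘Jorr’ 0 h replicate 2 (1847) came within and the other 8 alternatives did not. P2-dominant genes at 0 h numbered 2396, against the paper’s 1125, and none of the 10 came within. Overdominant genes at 0 h numbered 269, against 66 in the paper. The quasi-likelihood test (180), leaving out 94006 0 h replicate 1 (197) and leaving out ‘Jorr’ 0 h replicate 3 (114) came within the spread between the clones, and the other 7 did not. Underdominant genes numbered 80.6 at 6 h and 85.3 at 96 h, against 153 and 172 in the paper. At 6 h an adjusted p under 0.05 (169) and leaving out 94006 6 h replicate 3 (130) came within, at 96 h an adjusted p under 0.05 (220.1) and leaving out 94006 96 h replicate 1 (108), and the other 8 at each time did not. Clone by clone, S1 Table’s underdominant column mostly followed the overdominant counts here, and its overdominant column the underdominant counts. At 6 h 11X-407-044 had 15 overdominant and 94 underdominant genes here but more overdominant genes in S1 Table. With the classes exchanged, the paper’s 153 and 172 stand beside 174 and 109 overdominant genes, and its 66 beside 182 underdominant genes. The comparisons above thus appear to set opposite classes side by side.

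Additive genes numbered 347 at 0 h, 212 at 6 h, 181 at 24 h and 118 at 96 h, and 70, 89, 59 and 58 in the paper. At 0 h none of the 10 alternatives came within and at 24 h none of 9. At 6 h the quasi-likelihood test (120.4) and leaving out ‘Jorr’ 6 h replicate 2 (132) or 3 (107) came within and the other 7 did not. At 96 h the quasi-likelihood test (55.1) and leaving out 94006 96 h replicate 1 (102) or 2 (82.3) or ‘Jorr’ 96 h replicate 2 (74.1) or 3 (61.4) came within and the other 5 did not.

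For ‘Jorr’ at 0 h the relative RNA-Seq values were 0.649 for MYB, 0.316 for Sgf11, 20.3 for Glu_b and 0.473 for MYB2, and the paper’s in S3 Table are 1.916, 0.76, 10.92 and 1.059. Of the 6 alternatives, leaving out 94006 0 h replicate 2 came within for Glu_b (15.0), and the other 5 did not, and for the other genes none did.

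The paper states that P2-dominant genes increased from 0 to 96 h, and here they went from 2396 to 1864 (exact sign-flip permutation p = 0.094), and with 1 library of 94006 left out at each time they went from 1799 to 1980 at 0 h to 1102 to 1738 at 96 h. The ranges of depth were lower and those of spread wider in the 94006 libraries of 96 h than in those of 0 h. This can lower the calls at 96 h, and its part was not tested. P1-dominant genes were fewer at 96 h in 7 of 7 clones, the direction the paper states, also with 1 library of ‘Jorr’ left at each time (905 and 1847 at 0 h, 345 and 604 at 96 h). It states that transgressive expression increased, and here it went from 451 to 195, and with 1 library of ‘Jorr’ left at each time overdominant genes went from 114 and 216 at 0 h to 52.6 and 81.6 at 96 h and underdominant genes from 87.9 and 153 to 31.7 and 68.4. Additive genes declined in both. It states that ‘Jorr’ changed about as much at 24 h as at 6 h. Here 350 and 1031 genes changed with edgeR, and 1339 and 1524 with DESeq2. It describes SapurV1A.0419s0010 as the gene with the greatest inverse correlation with severity, and here 6 genes had a stronger inverse correlation over the 77 libraries among all 33082 genes, so that it ranked 7, with severities read by eye from Fig 1B, which differ for some clones from those in Fig 7D. The paper’s sentence follows one on 8 NBS-LRR genes of a co-expression module, a narrower set for which no list was at hand. It lists FBK among genes with contrasting patterns in the parents, and here FBK rose at 6 h in both, by 8.38 and 8.74 on the log2 scale, while Glu_b and NAC differed between the parents at 0 h.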

Other observations

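No test in this part was chosen after its result was seen. Over the 77 libraries of the clones 412 genes were correlated with log severity at p under 1e-06. A candidate explanation is that the severities fall on the clones by chance: 21 of 100 orders of the 7 severities, the real one included, gave as many, with 1040 as the highest other, so that chance cannot be excluded. The severities are one value per clone, read by eye from a figure.

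Leaving out 94006 6 h replicate 3 raises the number of genes called in 94006 at 6 h from 3817 to 4757. That the library is from another time is argued against: its score on the genes that the clones changed at 6 h was 2.759, above the highest of the parents’ other times, -0.20, and it was closest to other libraries of 94006. What sets it apart stays open.

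At 0 h 4852 genes differed between the parents. In 99 other splits of genotype within time the highest count was 1784. The libraries at 0 h allow only a few distinct splits, so some splits can repeat the real labels at that time. The splits also mixed the genotypes at the later times, which widens the spread and can lower the count at 0 h. They therefore do not decide whether chance can be excluded for 0 h alone. For the 942 genes higher in 94006 and the 678 higher in ‘Jorr’ at all 4 times the highest other count was 0. This excludes chance for a difference between the genotypes as a whole. Since the splits widen the spread and a call at every time is required, it does not show how many of these genes chance would give. For the 14 genes higher in ‘Jorr’ that rose there, 3 of 100 splits, the real one included, gave as many. These genes must also differ between the parents, a difference that mixing the genotypes removes. The splits therefore do not test the rise in ‘Jorr’, and chance is not excluded for it. The highest other split gave 68, several times as many, which points to a structure of the samples. The parents’ own difference is such a structure, as a split that exchanges genotypes at some times carries it into the change over time, but this was not tested. For the genes rising in 94006 and falling in ‘Jorr’, 0 in edgeR (574 at an unadjusted p under 0.05, 19 with DESeq2), 1 split gave 4218, and in that split 782 genes differed at 0 h. The splits of the 6 libraries of 94006 at 0 and 96 h are too few for a share under 0.05 (460 genes in the real split, 0 as the highest other).

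Of the genes the paper names as correlated with sex, SapurV1A.1003s0090 and SapurV1A.1379s0010 had 0 counts over the 11 libraries of 94006 and 587 and 343 over the 8 of ‘Jorr’. SapurV1A.1005s0080 had 0.532 CPM in 94006 and 14.2 in ‘Jorr’, and 17.0 in 11X-407-004, 17.2 in 11X-407-044, 17.7 in 11X-407-059, 14.2 in 11X-407-084, 0.3597 in 11X-407-089, 0.924 in 11X-407-102 and 0.502 in 11X-407-122. The sex of the clones is not given in the tables.

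The NBS-LRR gene SapurV1A.0419s0010 was lower in clones of higher severity, and in the parents it was lower in 94006, the resistant parent (10.2 CPM), than in ‘Jorr’ (38.5 CPM). Of the 96 libraries, 89 were closest to another library of their own genotype and 86 to one of their own time. The exceptions by genotype included every 24 h library of 11X-407-004 and of 11X-407-044.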
